# RARα supports the development of Langerhans cells and langerin-expressing conventional dendritic cells

**DOI:** 10.1038/s41467-018-06341-8

**Published:** 2018-09-25

**Authors:** Seika Hashimoto-Hill, Leon Friesen, Sungtae Park, Suji Im, Mark H. Kaplan, Chang H. Kim

## Abstract

Langerhans cells (LC) are the prototype langerin-expressing dendritic cells (DC) that reside specifically in the epidermis, but langerin-expressing conventional DCs also reside in the dermis and other tissues, yet the factors that regulate their development are unclear. Because retinoic acid receptor alpha (RARα) is highly expressed by LCs, we investigate the functions of RARα and retinoic acid (RA) in regulating the langerin-expressing DCs. Here we show that the development of LCs from embryonic and bone marrow-derived progenitors and langerin^+ ^conventional DCs is profoundly regulated by the RARα-RA axis. During LC differentiation, RARα is required for the expression of a LC-promoting transcription factor Runx3, but suppresses that of LC-inhibiting C/EBPβ. RARα promotes the development of LCs and langerin^+^ conventional DCs only in hypo-RA conditions, a function effectively suppressed at systemic RA levels. Our findings identify positive and negative regulatory mechanisms to tightly regulate the development of the specialized DC populations.

## Abstract (web summary)

Langerhans cells (LC) and langerin-expressing conventional dendritic cells are made from distinct progenitors and enriched in the distinct microenvironments of the skin. Here the authors show that these immune cells are regulated by retinoic acid receptor alpha (RARα) via simultaneous induction of LC-promoting Runx3 and repression of LC-inhibiting C/EBPβ.

## Introduction

Langerhans cells (LCs) are the prototype dendritic cells that reside specifically in the epidermis. At steady state, LCs are the only MHC-II-expressing antigen-presenting cells in the epidermis. Langerin^+^ conventional dendritic cells (cDCs), similar to LCs, are also found in other tissues, including dermis, lymph nodes, spleen and lungs, albeit at significantly lower frequencies. A long-standing question is how LC development occurs selectively in the epidermis.

The developmental origin of LCs is different from that of cDCs. LCs are developed from embryonic myeloid precursors from the yolk sac and fetal liver, and fully differentiated langerin^+^ LCs appear within a few days following birth in mice^1–4^. These cells can self-renew and persist in the skin throughout the life^5^. However, the LCs of embryonic origin can be replaced by bone marrow (BM)-derived LCs in inflammatory conditions^6^. Other langerin^+^ cDCs are thought to be generated from BM-derived precursors^7,8^. LC development is positively regulated by two cytokines, TGF-β and IL-34^9–15^. LC development is promoted by certain transcription factors, such as PU.1, inhibitor of DNA binding 2 (Id2) and runt-related transcription factor 3 (Runx3), and suppressed by C/EBPβ (CCAAT/enhancer-binding protein β)^16–18^. Tissue factors that tightly control the development of LC and langerin^+^ cDCs in the body remain unclear.

Retinoic acids (RAs) and their receptors play pivotal roles in embryo morphogenesis and immune regulation^19,20^. RA influences myeloid cell differentiation^21,22^ and generates mucosal DCs that express retinal aldehyde dehydrogenase 2 (RALDH2), Arg1, and gut-homing receptors^23–28^. It is also reported that RA affects pre-DC differentiation into CD11b^+^CD8α^-^ vs. CD11b^-^CD8α^+^ subsets, expanding the former subset in the spleen^29,30^. Vitamin A deficiency (VAD) decreases the size of the intestinal CD103^+^CD11b^+^ DC population^29,30^, but expands langerin^+^ DCs in mucosal tissues^31,32^. However, the role of RA in regulating LC differentiation is not established.

Here we report that the development of LCs and langerin^+^ DCs is regulated by RARα in a RA-concentration-dependent manner. RARα promotes the development of these DC populations in hypo-RA conditions. However, systemic concentrations of RA effectively inhibit the generation of these DC populations. Our results provide new insights into the development of LCs and langerin^+^ cDCs.

## Results

### LC development is defective in *Rara-*deficient mice

There have been efforts to develop LC-like cells in vitro from mouse BM cells^10,33^, but none were able to effectively induce langerin expression. In line with this, the generation of langerin^+^ cells was ineffective in a medium containing regular fetal bovine serum (FBS) (Supplementary Fig. 1a). We used a medium with charcoal-treated FBS, which contains reduced levels of RAs^34^, to induce LC differentiation with the two LC-promoting cytokines GM-CSF and TGF-β1. CD11c^+^ cells expressing the well-established LC markers, langerin and EpCAM, were readily generated in the charcoal-treated FBS medium (Supplementary Fig. 1b). The frequencies of langerin^+/-^EpCAM^+^ cells in the culture were highest on day 3. *Rara* mRNA is expressed by the BM-derived LC-like cells, and this expression was decreased by RA (Supplementary Fig. 2a). *Rara* expression was higher in CD11c^+^ cells cultured in the BM-LC than in a BM-DC condition. Moreover, it was highly expressed by primary LC cells from 3-day old mice (Supplementary Fig. 2a). This expression level was higher than those of epidermal CD11c^+^ MHC-II^+^ cells that had not yet expressed langerin (pre-LCs) from newborn mice and of dermal CD11c^+^ MHC-II^+^ and CD45-negative epidermal tissue cells from 3-day old mice (Supplementary Fig. 2b). Publicly available microarray data also indicate that LCs expressed *Rara* at a level higher than many DC populations in lymphoid tissues (Supplementary Fig. 2c, ImmGen). To determine the function of RARα in LC development, we created ∆*Rara*^CD11c^ (CD11c-Cre × floxed *Rara*) mice with the exon 3 of the *Rara* gene deleted specifically in CD11c^+^ cells (Supplementary Fig. 3). The frequency and numbers of CD11c^+^MHC-II^+^ cells were drastically decreased in the epidermis of ∆*Rara*^CD11c^ mice (Fig. 1a). Interestingly, langerin^+^ CD11c^+^MHC-II^+^ cells were almost absent in the epidermis of ∆*Rara*^CD11c^ mice (Fig. 1a, Supplementary Fig. 4). The few langerin^-^ CD11c^+^ cells, present in the epidermis of ∆*Rara*^CD11c^ mice, were abnormal in that they also lack CD24 expression (Fig. 1a, Supplementary Fig. 4). cDCs are largely divided into DC1 and DC2 in many tissues with high heterogeneity within each subset. Numbers of both XCR1^+^CD172^-^ DC1 and XCR1^-^CD172^+^ DC2 subsets were decreased in the dermis of ∆*Rara*^CD11c^ mic (Supplementary Fig. 5). Immunofluorescence microscopy confirmed that epidermal MHC-II^+^ cells (i.e., LCs) were largely absent in ∆*Rara*^CD11c^ mice with decreased numbers of dermal DCs (Fig. 1b). A few epidermal langerin^+^ cells, not readily detected by flow cytometry, were found in the epidermis of ∆*Rara*^CD11c^ mice. These cells had an abnormally elongated cell shape different from that of typical LCs (Fig. 1c). Significantly fewer langerin^+ ^DC1 cells were found in the dermis, skin-draining lymph nodes, lung and spleen of ∆*Rara*^CD11c^ mice compared to WT mice (Fig. 1d and Supplementary Fig. 6). Additionally, a moderate decrease in the number or frequency of the DC subsets was observed in the lung (Supplementary Fig. 7), indicating the possibility that RARα may also affect some non-LC conventional DC subsets. We focused this study on LCs and langerin^+^ cells, which were most clearly affected by RARα deficiency.

**Fig. 1:**
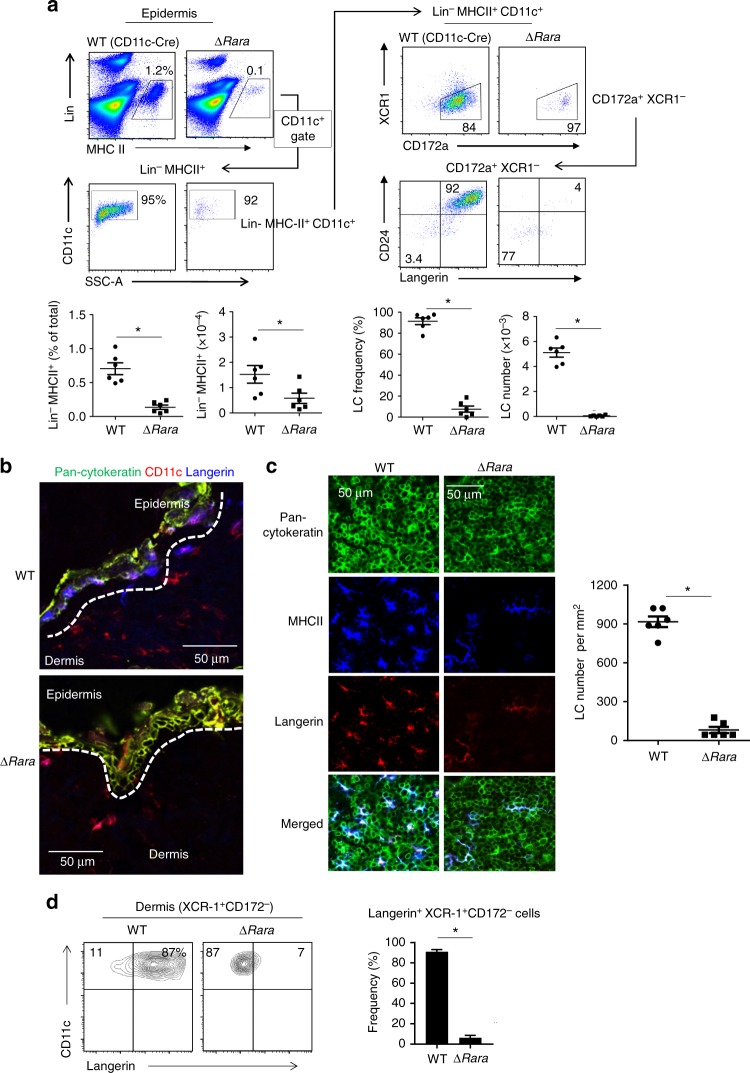
LC development requires RARα. **a** Frequency of langerin^+^ cells in the epidermis of WT and ∆*Rara*^CD11c^ mice. **b** Immunofluorescence detection of langerin^+^ DCs in cross-sections of the ear skin of WT and ∆*Rara*^CD11c^ mice. The white dashed lines indicate the border between the epidermis and dermis. **c** Immunofluorescence detection of langerin^+^ DCs in epidermal sheets of the ear skin of WT and ∆*Rara*^CD11c^ mice. Representative and combined data are shown. **d** Langerin expression by dermal DCs from WT vs. ∆*Rara*^CD11c^ mice. As WT control mice, C57BL/6 or CD11C-Cre-GFP mice were used. Representative and combined data (*n* = 4–8) from at least 3 experiments are shown. *Significant differences from control mice by Mann-Whitney U test (*p* < 0.05, unpaired, 2-sided). Error bars are defined as s.e.m

### Defective LC development in *Rara-*deficient progenitors

Langerin up-regulation on CD11c^+^ MHC-II^+^ CD11b^+^ cells occurs right after birth in mice with massive proliferation of this cell population^35^. However, the early langerin up-regulation was aborted in ∆*Rara*^CD11c^ mice (Fig. 2a). In the epidermis of newborn ∆*Rara*^CD11c^ mice, the frequency and number of CD11c^+^ MHC-II^low^ cells were abnormally increased at the expense of CD11c^+^ MHC-II^high^ cells (Fig.2b, Supplementary Fig.8a). The CD11c^+^ MHC-II^low^ cells did not persist and soon disappeared on day 3 in the skin of ∆*Rara*^CD11c^ mice (Supplementary Fig.8a). The langerin^-^ CD11c^+^ MHC-II^high^ cells slightly increased in number in the skin of 9-day-old ∆*Rara*^CD11c^ mice but failed to expand to the level of langerin^+^ CD11c^+^ MHC-II^high^ cells (Supplementary Fig.8a). Ki-67 expression, which is strictly expressed by proliferating cells, was decreased on both the CD11c^+^ subsets from the ∆*Rara*^CD11c^ compared to WT newborn mice (Supplementary Fig.8b), which is in line with defective expansion and differentiation. Annexin V staining indicates that there were few dead cells in the CD11c^+^ MHC-II^low^ and MHC-II^high^ populations. While the importance is unclear, we observed somewhat lower cell death in the ∆*Rara*^CD11c^ CD11c^+^ MHC-II^low^ population, compared to their WT counterpart (Supplementary Fig.8b).

**Fig. 2:**
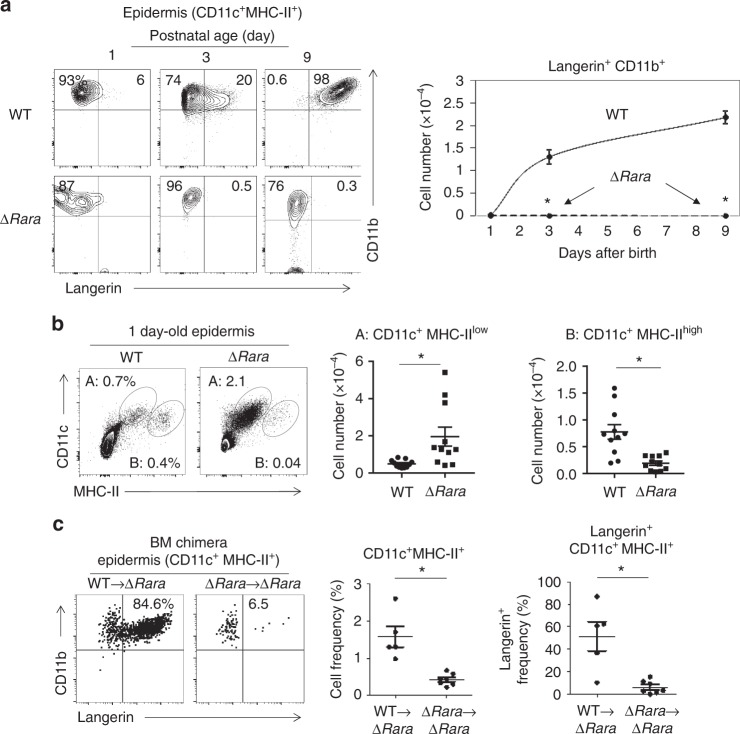
LC development in newborn mice and following BM transfer requires RARα. **a** Kinetics of langerin up-regulation on CD11c^+^ MHC-II^+^ cells in the epidermis of WT and ∆*Rara*^CD11c^ mice determined at postnatal day 1, 3, and 9. **b** Phenotype of epidermal DCs in new born (1-day old) mice. Trunk skin of WT and ∆*Rara*^CD11c^ mice was examined for CD11c^+^ MHC-II^+^ cells. **c** A BM reconstitution study from WT or ∆*Rara*^CD11c^ mice into lethally irradiated ∆*Rara*^CD11c^ mice. As WT control mice, we used either C57BL/6 or CD11C-Cre-GFP mice. The frequency of total CD11c^+^ MHC-II^+^ cells and epidermal langerin^+^ cells (% of CD11c^+^ MHC-II^+^) were examined 12–15 weeks post-BM transfer. Representative and combined data (*n* = 4–8) from at least 3 experiments are shown. *Significant differences from control mice by Mann–Whitney U test (*p* < 0.05, unpaired, 2-sided). Error bars are defined as s.e.m

In postnatal life, LCs can be generated from BM-derived precursors. In order to determine if RARα is required for LC generation from BM-derived cells, we performed a BM reconstitution study from WT or ∆*Rara*^CD11c^ mice to ∆*Rara*^CD11c^ mice (Supplementary Fig.9a). While WT BM transfer into ∆*Rara*^CD11c^ mice generated langerin^+^ cells, BM transfer from ∆*Rara*^CD11c^ to ∆*Rara*^CD11c^ mice failed to generate them (Fig. 2c, Supplementary Fig.9b). BM transfer into WT mice did not lead to successful reconstitution with donor cells in the epidermis (Supplementary Fig.9a) as expected due to the known radio-resistance of recipient LCs in the skin^5^. Overall, these results show that ∆*Rara*^CD11c^ progenitors are defective in generating langerin^+^ CD11c^+^MHC-II^+^CD11b^+^ cells in the skin after BM transplantation.

### RA negatively regulates BM-LC generation **in vitro**

We, next, investigated the effects of RAR agonists and antagonists on generation of langerin^+^ cells in vitro. Interestingly, RA, when added to cultures of BM cells in the LC-inducing condition, effectively suppressed the up-regulation of EpCAM and langerin, whereas BMS493, which blocks the effect of RA by enhancing nuclear corepressor (NCoR) interaction with RARα ^36^, enhanced expression of the LC markers (Fig. 3a). Suppression was clear even at 0.1 nM of RA, and complete suppression was achieved even at 1 nM of RA. Unlike WT BM cells, only a few percent of ∆*Rara*^CD11c^ BM cells expressed langerin in charcoal-treated FBS (Fig. 3b). While the effects were not statistically significant (Supplementary Fig.10a–c), EpCAM up-regulation was detected on some ∆*Rara*^CD11c^ CD11c^+^ cells, and this expression was somewhat regulated by RA and BMS493 (Supplementary Fig.10a–c).

**Fig. 3:**
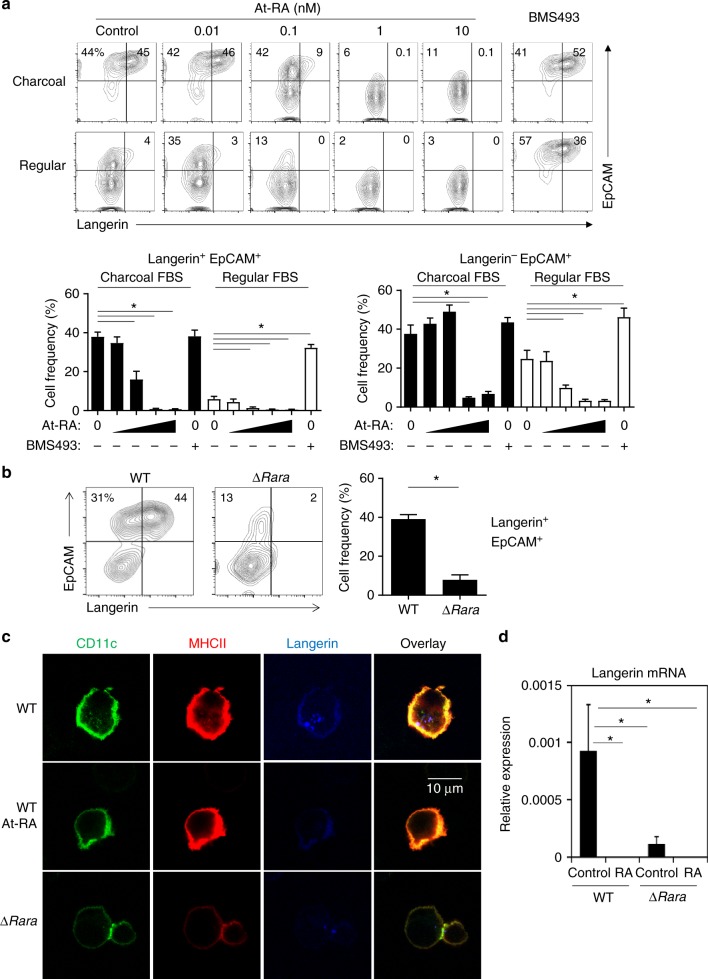
RA negatively regulates LC development. **a** RA suppresses langerin^+^ cell (BM-LC) generation in vitro, while the RAR antagonist BMS493 enhanced BM-LC generation. For BM-LC culture, BM cells were cultured in GM-CSF and TGFβ1 for 3 days in the presence of At-RA (0.01, 0.1, 1 and 10 nM) or BMS493 (100 nM) in media containing charcoal-treated or regular FBS. Frequencies of indicated CD11c^+^ cells are shown in graphs. **b** Defective BM-LC generation from BM cells of ∆*Rara*^CD11c^ mice. BM cells were cultured in a medium containing charcoal-treated FBS. **c** Confocal fluorescent microscopy of langerin expression by CD11c^+^ BM cells cultured in the LC-inducing condition without and with RA (1 nM). **d** Expression of *Rara* mRNA by CD11c^+^ BM cells cultured in the LC-induction condition without or with RA (1 nM). Normalized values for a housekeeping gene (GAPDH) are shown. Representative and combined data (*n* = 3–8) from at least 3 experiments are shown. *Significant differences from control or between indicated groups by one-way ANOVA with Bonferroni multiple comparisons (**a**) or Mann–Whitney U test (*p* < 0.05, unpaired, 2-sided, **b**, **d**). Error bars are defined as s.e.m

We further verified the regulation of langerin expression by a surface and intracellular co-staining approach. Both ∆*Rara* epidermal CD11c^+^ MHC-II^+^ cells and ∆*Rara* BM cells, cultured in the LC-induction condition, have defective surface and intracellular langerin expression (Supplementary Fig. 11a, b). This indicates that the defective langerin expression is not the result of simple internalization of langerin. Also, confocal imaging revealed that langerin protein expression was defective in both surface and intracellular compartments of ∆*Rara*^CD11c^ cells and was suppressed by RA (Fig. 3c). We observed that langerin expression in BM-LCs was suppressed at the mRNA level by RA, as well as by *Rara* deficiency (Fig. 3d). RA did not decrease existing langerin expression on and in primary LCs (Supplementary Fig. 11c).

Upon culture, LCs up-regulate the expression of CD40, CD86 and CCR7, but down-regulate E-cadherin (Supplementary Fig. 12a). During the culture, RA did not affect the change of these surface markers on primary LCs (Supplementary Fig. 12a). RA, when added during BM-LC differentiation, even suppressed the expression of CD40 and CD86 (Supplementary Fig. 12b). We also examined the possibility that RA at a physiological concentration influences the emigration of langerin^+/−^ CD11c^+^ MHC-II^+^ cells from WT and ∆*Rara* ear explants in response to a CCR7 ligand (CCL19). Both WT langerin^+^ and langerin^-^ CD11c^+^ MHC-II^+^ cells emigrated in response to CCL19, but RA had no effect on this migration (Supplementary Fig. 13). No migration of ∆*Rara* langerin^+^ CD11c^+^ MHC-II^+^ cells was detected which is probably due to their paucity in the skin. On the other hand, CCL19-dependent migration of ∆*Rara* langerin^-^ CD11c^+^ MHC-II^+^ cells was detected (Supplementary Fig. 13), albeit at low levels compared to WT cells, reflecting their smaller population size in the skin. These results indicate that physiological concentrations of RA or RARα deficiency are not likely to affect maturation or emigration of skin langerin-expressing cells.

Next, the impact of decreased RA levels on LCs was examined utilizing vitamin A deficient (VAD) mice. While the already high LC frequency in the epidermis was unchanged, the frequency of dermal langerin^+^ cells and their expression of langerin were significantly increased in adult VAD mice (Supplementary Fig. 14a–c). Thus, vitamin A metabolites negatively regulate the langerin^+^ dermal DCs.

### Impact of RARα deficiency and RA on gene expression

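*Rara*, which encodes RARα, was lower in ∆*Rara* CD11c cells than in WT cells, and it was also lower in WT cells cultured with RA. The gene lies on chromosome 11 from 98937696 to 98974942 in mm10. Its level was 117 ± 10.7 CPM (SD, n = 4) in WT cells, 77.7 ± 22.0 CPM (SD, n = 2) in ∆*Rara* CD11c cells and 48.2 ± 1.28 CPM (SD, n = 2) with RA. The ∆*Rara* CD11c libraries had 62.1 and 93.2 CPM and the RA libraries 47.3 and 49.1 CPM, below WT 1 and WT 2 at 104 and 127 CPM and the Control libraries at 114.5 and 124 CPM. The log2 fold change was -0.60 in ∆*Rara* CD11c cells (standard error 0.17, adjusted p = 0.0286 from edgeR's quasi-likelihood test) and -1.28 with RA (standard error 0.17, adjusted p = 0.00135 from the same edgeR test). The counts cover every exon of the gene, so they do not show the floxed exon by itself. Against the 2 WT libraries of its own experiment, the change in ∆*Rara* CD11c cells was -0.57 (adjusted p = 0.0521 from edgeR), which does not pass the threshold of 0.05. The same holds without ∆*Rara* CD11c replicate 1, where it was -0.38, and without either WT library of the RA experiment, where it was -0.61 and -0.57. The cells came from BM cultured with GM-CSF and TGFβ1, and CD11c+ cells were collected on magnetic beads before RNA extraction. The paper gives the dose of RA as 10 nM, and the sample labels give 1 nM. Stranded libraries of polyadenylated RNA were sequenced from both ends, aligned to mm10 and counted per gene by the authors, who deposited raw counts and RPKM values. There were 8 libraries of 26325627 to 76077813 counted read pairs, namely 4 of WT cells, 2 of ∆*Rara* CD11c cells and 2 of RA-treated WT cells. Of 24421 genes, the 12424 with at least 0.5 CPM in at least 2 libraries were tested. The authors' deposited comparisons set the ∆*Rara* CD11c libraries against WT 1 and WT 2, and the RA libraries against the other 2 WT libraries, named Control. The tests pooled the 4 WT libraries, and values within an experiment, a choice made after the data were seen, stand beside them. No source used here says whether the libraries of a group came from separate mice or cultures beyond calling them independent samples, so the p-values measure only the spread between these libraries. The share of reads in 3' UTRs was 46.5 to 48.5% in the ∆*Rara* CD11c libraries, 32.0 to 34.0% in the RA libraries and 30.8 to 39.0% in the WT libraries. *Xist*, transcribed from the inactive X chromosome of females, was at 91.1 CPM in WT 1 and 253 CPM in WT 2, and at no more than 1.08 CPM in the other libraries.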

To gain insights into the functions of RARα and RA in regulating gene expression during LC differentiation, we performed an RNA-seq study on cultured BM cells from WT and ∆*Rara*^CD11c^ mice in the LC-inducing condition (Fig. 4). 

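Of the genes that changed both in ∆*Rara* CD11c cells and with RA, most changed in the same direction. Among them were *Lpl*, a lipoprotein lipase of macrophages, which rose, and *Cd83*, a marker of mature DCs, which fell. Of the tested genes, 595 were higher and 810 lower under both, at an adjusted p under 0.05 from edgeR's quasi-likelihood test against the 4 WT libraries. Another 54 genes were called in opposite directions. *Lpl* had a log2 fold change of 2.00 in ∆*Rara* CD11c cells and 1.57 with RA, and *Cd83* had -2.52 and -3.64. Both were uncalled in ∆*Rara* CD11c cells without ∆*Rara* CD11c replicate 1, at 1.51 and -2.35, and only 85 genes were shared. There were 779 shared genes without ∆*Rara* CD11c replicate 2, 632 without RA replicate 1 and 803 without RA replicate 2. Lists of these sizes would share 228.9 higher and 319 lower genes if they were independent. With each group set against the WT libraries of its own experiment, so that no control is shared, 920 genes were higher and 999 lower under both, and 32 went in opposite directions. Across genes, which are not independent replicates, the effects had r = 0.49 and a covariance of 0.476 with pooled WT libraries, and r = 0.65 and a covariance of 0.521 within experiments. In 25 simulations of unchanged groups against the same 4 WT libraries, the mean r was 0.31 and the mean covariance 0.0198. When the simulated WT libraries differed between experiments as the real ones did, the mean r was -0.36 with pooled WT libraries and 0.0017 within experiments. Over all 6 ways of giving each group 2 of the 4 WT libraries, r ran from 0.12 to 0.65 and the genes shared from 234 to 1482. With the Control libraries for ∆*Rara* CD11c cells and WT 1 and WT 2 for RA, 1391 genes changed in the same direction, where 1324 are expected without a link, and 1449 in opposite directions, while the other ways gave 2 to 24 in opposite directions. The first principal component of log2 CPM held 46.6% of the variance, with the WT libraries at -57.9 to -29.8, the ∆*Rara* CD11c libraries at 24.0 and 39.0, and the RA libraries at 48.9 and 63.5. The second component held 34.7% and separated the libraries by experiment. Within experiments, the calls in ∆*Rara* CD11c cells ran with coding length. Of 5 groups of genes of equal size by coding length, the shortest held 873 higher and 121 lower genes in ∆*Rara* CD11c cells, and the longest held 77 and 664. With RA the shortest group held 535 higher and 370 lower genes, and the longest held 223 and 646.

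**Figure D1:**
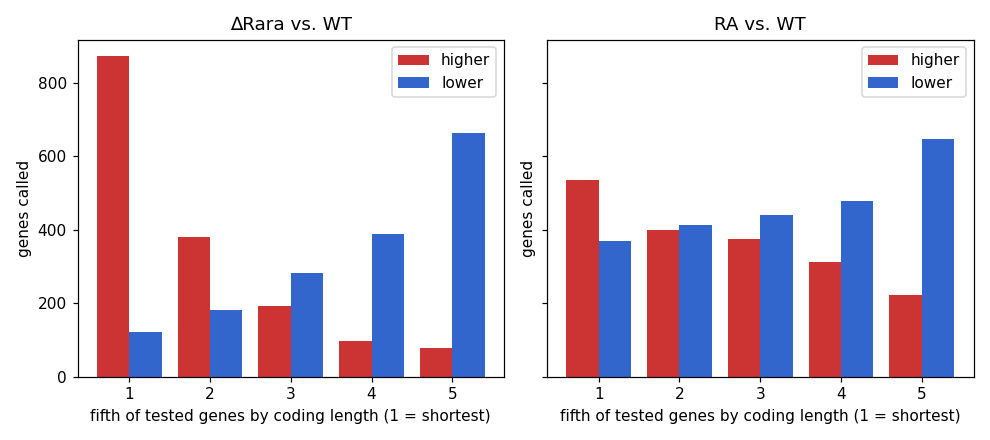
Numbers of genes called higher (red) or lower (blue) within experiments, on the vertical axis, in 5 groups of tested genes of equal size by coding length, shortest first, for ∆*Rara* CD11c vs. WT (left) and RA vs. WT (right). The shortest group holds 873 of the genes higher in ∆*Rara* CD11c cells, and the longest holds 664 of the lower ones.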

Multiplot, hierarchical clustering and principal component analyses (PCA) identified a high level of similarity between the effects of RA and RARα deficiency, increasing or decreasing largely overlapping groups of genes (Fig. 4a–c). 

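*Runx3* fell and *Cebpb* rose in both ∆*Rara* CD11c and RA-treated cells. *Runx3*, which encodes a transcription factor of LCs, had a log2 fold change of -0.79 in ∆*Rara* CD11c cells (standard error 0.16, adjusted p = 0.0113 from edgeR's quasi-likelihood test) and -1.39 with RA (standard error 0.17, adjusted p = 0.000756 from edgeR). *Cebpb*, which encodes C/EBPβ, had a log2 fold change of 1.73 in ∆*Rara* CD11c cells (standard error 0.24, adjusted p = 0.00473 from edgeR) and 1.24 with RA (standard error 0.24, adjusted p = 0.00677 from the same test). Many genes of mature and migrating DCs fell under both conditions. Of 22 such genes, a list fixed before the data were examined that holds *Ccr7* and *Cd83* from the paper's figures, 12 fell and 1 rose in ∆*Rara* CD11c cells (12 and 1 adjusted over the list alone), with a camera adjusted p = 0.00208. With RA 14 fell and none rose (14 and 0 adjusted over the list alone), with a camera adjusted p = 6.49e-08. With an estimated correlation among the genes this list had an adjusted p = 0.918 in ∆*Rara* CD11c cells and 0.374 with RA, so neither call held. Among them *Fscn1*, an actin-bundling protein of mature DCs, had a log2 fold change of -2.36 in ∆*Rara* CD11c cells and -3.21 with RA. Receptors for colony stimulating factors, several of them shown in Fig. 4d from these samples, fell for 3 of 8 genes in ∆*Rara* CD11c cells and for 5 with RA, and none rose (6 and 5 fell when adjusted over the list alone). Their camera adjusted p = 0.0192 in ∆*Rara* CD11c cells and 0.0112 with RA became an adjusted p = 0.918 and 0.492 with an estimated correlation. *Csf1r*, the receptor for M-CSF, had a log2 fold change of -1.14 in ∆*Rara* CD11c cells and -0.69 with RA. Of 11 markers of cDC2 and DCs in general, 1 fell and 2 rose in ∆*Rara* CD11c cells, and 6 fell and 2 rose with RA, the same numbers as when adjusted over the list alone (camera adjusted p = 0.746 and 0.0123). The latter became an adjusted p = 0.374 with an estimated correlation. Of 9 cDC1 markers, 1 fell and 3 rose in ∆*Rara* CD11c cells, and 3 fell and 1 rose with RA (2 and 3, and 3 and 3, adjusted over the list alone). Within experiments 1 cDC1 marker fell and none rose in ∆*Rara* CD11c cells, and 4 fell and 1 rose with RA. *Id2*, a regulator of DC development, had a log2 fold change of 0.21 in ∆*Rara* CD11c cells (adjusted p = 0.367 from edgeR) and -0.74 with RA (adjusted p = 0.0212 from edgeR). *Fscn1* (-2.31) and *Csf1r* (-1.23) were uncalled in ∆*Rara* CD11c cells without ∆*Rara* CD11c replicate 1, and without RA replicate 1, *Csf1r* (-0.54) was uncalled with RA. Without ∆*Rara* CD11c replicate 1, none of the genes of mature DCs and none of the receptors was called in ∆*Rara* CD11c cells, and camera's adjusted p for the receptors was 0.091. More of the receptors were called in ∆*Rara* CD11c cells without WT replicate 1 (6), with DESeq2 (6), with library totals (6), with the replicate block (5) and with the Control libraries as the only controls (5). With RA, 2 of the receptors and 4 of the cDC2 markers were called without RA replicate 1, and 1 of the latter was called in ∆*Rara* CD11c cells without ∆*Rara* CD11c replicate 2. *Id2* was uncalled with RA without either RA library, at -0.69 and -0.78.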

Genes associated with LC or DC development, such as *Runx3* and *Cebpb*, were co-regulated by RARα deficiency and RA (Fig. 4d). Also, the expression of *Epcam1, Ccr7*, and *Cd207* were co-suppressed by RA and RARα deficiency. 

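*Epcam*, *Ccr7* and *Cd207* fell in both ∆*Rara* CD11c and RA-treated cells, and each level was lower with RA than in ∆*Rara* CD11c cells. *Epcam*, which encodes an adhesion molecule of LCs, lies on chromosome 17 from 87635979 to 87651127. Its level was 419 ± 59.5 CPM (SD, n = 4) in WT cells, 74.5 ± 7.84 CPM (SD, n = 2) in ∆*Rara* CD11c cells and 6.16 ± 1.87 CPM (SD, n = 2) with RA. The log2 fold change was -2.49 in ∆*Rara* CD11c cells (standard error 0.22, adjusted p = 0.00247 from edgeR) and -6.09 with RA (standard error 0.27, adjusted p = 1.79e-05 from edgeR), and within experiments it was -2.31 and -6.24. *Ccr7*, the chemokine receptor that guides DCs to lymph nodes, lies on chromosome 11 from 99144199 to 99155077. It went from 95.1 ± 37.4 CPM (SD, n = 4) in WT cells to 16.0 ± 7.17 CPM (SD, n = 2) in ∆*Rara* CD11c cells and 6.27 ± 0.674 CPM (SD, n = 2) with RA. The change on the log2 scale was -2.57 in ∆*Rara* CD11c cells (adjusted p = 0.00671 from edgeR) and -3.92 with RA (adjusted p = 0.000783 from edgeR), and within experiments it fell by 2.00 on the log2 scale in ∆*Rara* CD11c cells. *Cd207*, which encodes langerin, lies on chromosome 6 from 83671207 to 83677857. It was at 19.1 CPM in WT 1 and WT 2, at 84.2 CPM in the Control libraries and at 0.541 and 0.259 CPM in the ∆*Rara* CD11c libraries. Within experiments its log2 fold change in ∆*Rara* CD11c cells was -5.62 (standard error 0.29, adjusted p = 0.000268 from edgeR). The RA libraries held 4 counts of *Cd207* against 8711 in the Control libraries, a 2170-fold lower rate with an exact 95% Poisson interval of 848 to 7970 that covers counting error only. Of 9 LC markers, a list that holds *Cd207* and *Epcam* from the paper, 6 fell and 2 rose in ∆*Rara* CD11c cells (6 and 3 adjusted over the list alone). Within experiments and with trends on coding length, 3' UTR length and GC content removed, 5 were called in ∆*Rara* CD11c cells. With RA 5 fell and 1 rose (5 and 1 adjusted over the list alone). The list had a camera adjusted p = 0.0117 in ∆*Rara* CD11c cells and 1.53e-07 with RA, and with an estimated correlation an adjusted p = 0.918 and 0.0313 (adjusted p = 0.177 with RA within experiments). The changes of *Ccr7* and *Cd207* in ∆*Rara* CD11c cells did not pass the test without ∆*Rara* CD11c replicate 1, where they were -2.22 and -7.66 and 1 of the LC markers was called. Without ∆*Rara* CD11c replicate 2, 4 of them were called in ∆*Rara* CD11c cells and camera's adjusted p was 0.0558.

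**Figure D2:**
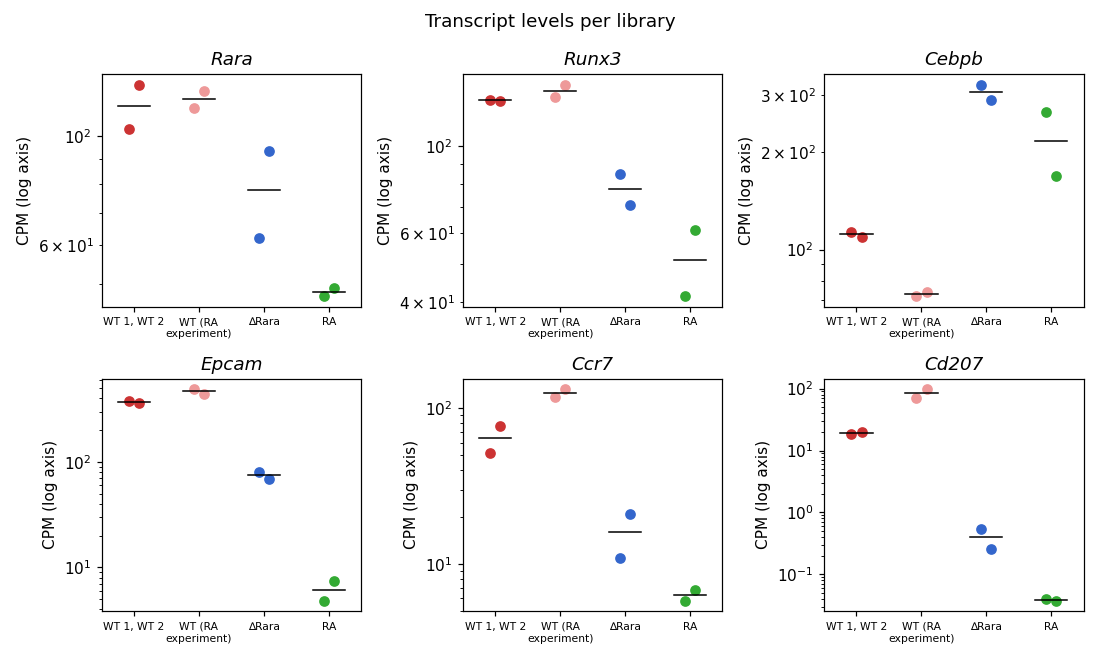
Levels of 6 genes in each library, in CPM on a log axis, for WT 1 and WT 2, the WT libraries of the RA experiment, ∆*Rara* CD11c and RA. Points are libraries and bars are the means of 2 libraries, and *Epcam* lies at 6.16 CPM on average with RA.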

The expression of *Itg-αM, Sirpa* and *Cx*_*3*_*cr1* was increased by RA, whereas the expression of *Lamptor1* and *Xcr1* was increased by RARα deficiency (Fig. 4d). Additionally, top 50 up- and down-regulated by RA and RARα deficiency, including *Snord88a* (Small Nucleolar RNA SNORD88), *Cd276* (B7-H3), and *Mfge8* (Milk fat globule-EGF factor 8 protein), are listed in Supplementary Fig. 15a and b. These results indicate that RARα deficiency exerts a powerful influence on gene expression during LC-like cell differentiation. 

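*Cx3cr1*, a chemokine receptor of monocytes and macrophages, rose with RA from 4.79 ± 0.673 CPM (SD, n = 4) in WT cells to 39.9 ± 4.55 CPM (SD, n = 2), and was at 7.46 ± 0.549 CPM (SD, n = 2) in ∆*Rara* CD11c cells. Its log2 fold change was 3.06 with RA (standard error 0.16, adjusted p = 2.43e-05 from edgeR's quasi-likelihood test) and 0.64 in ∆*Rara* CD11c cells (standard error 0.17, adjusted p = 0.0226 from edgeR). *Sirpa*, an inhibitory receptor of myeloid cells, had a log2 fold change of 0.37 with RA (standard error 0.11, adjusted p = 0.0333 from edgeR) and 0.12 in ∆*Rara* CD11c cells (adjusted p = 0.382 from edgeR). Within experiments and with the trend of each library on coding length, 3' UTR length and GC content removed, *Sirpa* rose by 0.47 with RA and by 0.37 in ∆*Rara* CD11c cells (adjusted p = 0.0257 from edgeR), and the difference did not pass the test. *Itgam*, which encodes the integrin subunit CD11b, was at 277 ± 85.6 CPM (SD, n = 4) in WT cells and 365 ± 0.522 CPM (SD, n = 2) with RA. Its log2 fold change of 0.40 with RA (standard error 0.26, adjusted p = 0.284 from edgeR) did not pass the test, and within the RA experiment it was 0.20 (adjusted p = 0.584 from edgeR). Only without Control replicate 2 among the single libraries left out was *Itgam* called with RA, at 0.64. *Lamtor1*, a subunit of the lysosomal Ragulator complex, rose in ∆*Rara* CD11c cells by 0.64 on the log2 scale (standard error 0.18, adjusted p = 0.0307 from edgeR) and had a log2 fold change of 0.08 with RA (adjusted p = 0.80 from edgeR). Within experiments *Lamtor1* rose by 0.38 in ∆*Rara* CD11c cells (adjusted p = 0.0153 from edgeR) and by 0.38 with RA (adjusted p = 0.0108 from edgeR). Once the same trends were also removed, its change in ∆*Rara* CD11c cells was 0.10 and did not pass the test, while that with RA was 0.29 and did (adjusted p = 0.0251 from edgeR), and the effects did not differ (adjusted p = 0.362 from edgeR). *Xcr1*, a chemokine receptor of cDC1, was too low for testing, with 19 counts in the ∆*Rara* CD11c libraries against 7 in WT 1 and WT 2, and 4 counts in the RA libraries against 10 in the Control libraries. The rate of *Xcr1* in WT 1 and WT 2 was 0.17 times that in ∆*Rara* CD11c cells, with an exact 95% Poisson interval of 0.0605 to 0.423 that covers counting error only. The call of *Sirpa* was lost without any single library, where the change was 0.32 to 0.42. Leaving out ∆*Rara* CD11c replicate 1 or 2 left *Cx3cr1* (0.67 and 0.52) and *Lamtor1* (0.63 and 0.56) uncalled in ∆*Rara* CD11c cells, as was *Lamtor1* without Control replicate 1 (0.56) or 2 (0.54).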

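*Cd276* and *Mfge8* fell in both ∆*Rara* CD11c and RA-treated cells. *Cd276*, which encodes the immune checkpoint molecule B7-H3, lies on chromosome 9 from 58524300 to 58540940. It went from 12.2 ± 7.31 CPM (SD, n = 4) in WT cells to 0.495 ± 0.171 CPM (SD, n = 2) in ∆*Rara* CD11c cells and 0.774 ± 0.159 CPM (SD, n = 2) with RA. Its log2 fold change was -4.59 in ∆*Rara* CD11c cells (standard error 0.72, adjusted p = 0.00597 from edgeR) and -3.97 with RA (standard error 0.66, adjusted p = 0.00373 from edgeR), and within experiments it was -3.53 and -4.57. *Mfge8*, a secreted protein that bridges apoptotic cells to phagocytes, was at 6933 ± 2550 CPM (SD, n = 4) in WT cells, 1591 ± 75.2 CPM (SD, n = 2) in ∆*Rara* CD11c cells and 119 ± 29.5 CPM (SD, n = 2) with RA. On the log2 scale the change was -2.12 in ∆*Rara* CD11c cells (adjusted p = 0.00637 from edgeR) and -5.87 with RA (adjusted p = 9.65e-05 from edgeR). *Camkk1*, a kinase that responds to calcium and calmodulin, rose by 4.96 on the log2 scale in ∆*Rara* CD11c cells and by 5.67 with RA. *Megf11* had a log2 fold change of -4.61 in ∆*Rara* CD11c cells, and its 3 counts in the RA libraries against 2127 in the Control libraries give a 707-fold lower rate (exact 95% Poisson interval 242 to 3430, which covers counting error only). *Jchain*, the joining chain of secreted antibodies, rose in ∆*Rara* CD11c cells by 4.16 on the log2 scale (adjusted p = 0.0050 from edgeR) and had a log2 fold change of -2.34 with RA (adjusted p = 0.0747 from edgeR). Among genes with at least 5 CPM in the higher group and no overlap between libraries, the highest rise in ∆*Rara* CD11c cells was that of *Hic1*, a transcriptional repressor. It rose by 6.79 on the log2 scale (standard error 0.90, adjusted p = 0.00452 from edgeR), from a mean of 0.210 CPM in WT cells to 25.6 ± 1.72 CPM (SD, n = 2). *Hic1* was also higher with RA, with 470 counts against 2 in the Control libraries. Within experiments and with the same trends removed, its effects did not differ (adjusted p = 0.556 from edgeR). *Snord88a*, a small nucleolar RNA, was not tested, since it had 0 counts in the ∆*Rara* CD11c libraries against 7 in WT 1 and WT 2, and 16 counts in the RA libraries against 11 in the Control libraries. At that depth a difference of *Snord88a* was not detectable. Leaving out ∆*Rara* CD11c replicate 1, the changes of *Cd276*, *Mfge8*, *Megf11* and *Jchain* in ∆*Rara* CD11c cells were -4.34, -2.22, -5.31 and 3.48 and did not pass the test, nor did that of *Cd276* with RA without RA replicate 1, at -3.78.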

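In ∆*Rara* CD11c cells 2124 genes were higher and 2064 lower than in WT cells, together 4188 of those tested, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of these, 529 higher and 815 lower genes had a log2 fold change of at least 1 in size. *Pfkl*, a glycolytic enzyme, was among the genes that rose, with a log2 fold change of 1.03. *Rxra*, the partner of RARα in DNA binding, fell, with a log2 fold change of -1.39. Of 13 genes of RA response and metabolism, 2 rose and 3 fell (2 and 4 adjusted over the list alone; camera adjusted p = 0.852). The list had a median log2 fold change of 0.10 and a mean of 0.24, while camera's direction was down. One of its members, *Dhrs3*, a retinaldehyde reductase shown in Supplementary Fig. 15, went from 41.5 ± 3.83 CPM (SD, n = 2) in WT 1 and WT 2 to 95.6 ± 6.25 CPM (SD, n = 2) in ∆*Rara* CD11c cells. Its log2 fold change within the experiment was 1.20 (standard error 0.21, adjusted p = 0.00647 from edgeR), and with pooled WT libraries 1.93 (adjusted p = 0.048 from edgeR), a call lost without any of the ∆*Rara* CD11c, Control or RA libraries, at 1.62 to 1.95. Against WT 1 and WT 2 alone, with experiment as a term, 3346 genes were called, 1688 higher and 1658 lower, and 3158 of them were also called with pooled WT libraries. Once the trends of each library on coding length, 3' UTR length and GC content were removed as well, 2119 were called. Without ∆*Rara* CD11c replicate 1 only 101 genes were called, and *Rxra* was not, at -1.53. There were 1729 called genes without ∆*Rara* CD11c replicate 2, 2690 without Control replicate 1 and 2767 without Control replicate 2. In the paper's reading, these data point to a strong influence of RARα loss on the genes that LC-like cells express as they differentiate.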

The RNA-seq analysis revealed that the effects of RARα deficiency and RA treatments have largely similar negative effects on BM-LC development.

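RA changed most of the shared genes further than RARα deficiency did. RA raised 1339 genes and lowered 1920, together 3259 of those tested, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of the 1405 genes called in the same direction as in ∆*Rara* CD11c cells, 921, or 65.6%, changed more with RA. The median size of the log2 fold change over the shared genes was 0.93 in ∆*Rara* CD11c cells and 1.12 with RA. Over all tested genes that median was 0.41 in ∆*Rara* CD11c cells and 0.32 with RA, and within experiments 0.31 and 0.33. *Cldn1*, a tight junction gene of epithelial cells and LCs, had a log2 fold change of -1.62 in ∆*Rara* CD11c cells and -3.37 with RA, and within experiments the difference was -2.09 (adjusted p = 0.0153 from edgeR). Genes of the interferon response fell with RA for 19 of 22 and in ∆*Rara* CD11c cells for 2, and none rose (21 and 0 fell when adjusted over the list alone). Their median log2 fold change was -2.29 with RA (camera adjusted p = 2.59e-09, and adjusted p = 0.374 with an estimated correlation) and -0.43 in ∆*Rara* CD11c cells (camera adjusted p = 0.243). The interferon genes called in ∆*Rara* CD11c cells numbered none without ∆*Rara* CD11c replicate 1, 7 without ∆*Rara* CD11c replicate 2 and 1 without Control replicate 2 (also 4 with DESeq2, 4 with the replicate block and 1 with WT 1 and WT 2 as the only controls), and camera's adjusted p was 2.21e-05 without ∆*Rara* CD11c replicate 2 and 0.00237 with the replicate block. By the test of the difference itself within experiments, the change with RA was below that in ∆*Rara* CD11c cells for 1 of the interferon genes (camera adjusted p = 5.5e-05, and adjusted p = 0.537 with an estimated correlation). The list of glycolysis genes holds *Pfkl*, which is shown in Supplementary Fig. 15 from these samples. Genes of glycolysis rose with RA for 12 of 19 and fell for 1, against 4 and 2 in ∆*Rara* CD11c cells (13 and 1, and 4 and 2, adjusted over the list alone). Their camera adjusted p with RA was 1.13e-07, and with an estimated correlation the adjusted p = 0.0313 (0.177 within experiments), while in ∆*Rara* CD11c cells it was 0.746. The same test put the change with RA above that in ∆*Rara* CD11c cells for 5 of them (camera adjusted p = 1.62e-07, and adjusted p = 0.146 with an estimated correlation). *Rxra* had a log2 fold change of -1.38 with RA, and *Dhrs3* rose within the RA experiment from 8.54 CPM in the Control libraries to 100.1 ± 28.4 CPM (SD, n = 2), a log2 fold change of 3.55 (standard error 0.23, adjusted p = 3.14e-05 from edgeR). With pooled WT libraries *Dhrs3* had a log2 fold change of 2.00 with RA (adjusted p = 0.0502 from edgeR). Of 13 genes of RA response and metabolism, 1 rose and 3 fell with RA (2 and 3 adjusted over the list alone; camera adjusted p = 0.713). Within experiments 4 rose and 4 fell (6 and 6 adjusted over the list alone; camera adjusted p = 0.913), with a mean log2 fold change of 0.26 and a median of -0.35, where the pooled mean was -0.18. Within experiments RA called 4291 genes, and the effects of RA and RARα deficiency differed for 757 genes, 231 with a higher and 526 with a lower value for RA. Without RA replicate 1 there were 1168 calls with RA, 6 of them in the interferon list, and without RA replicate 2 there were 1556. Genes of glycolysis were called with RA for 7 without RA replicate 1 and for 7 without RA replicate 2, and in ∆*Rara* CD11c cells for 1 without ∆*Rara* CD11c replicate 1 and for 10 with the Control libraries as the only controls. *Cldn1* was uncalled in ∆*Rara* CD11c cells without ∆*Rara* CD11c replicate 1, at -1.80.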

**Fig. 4:**
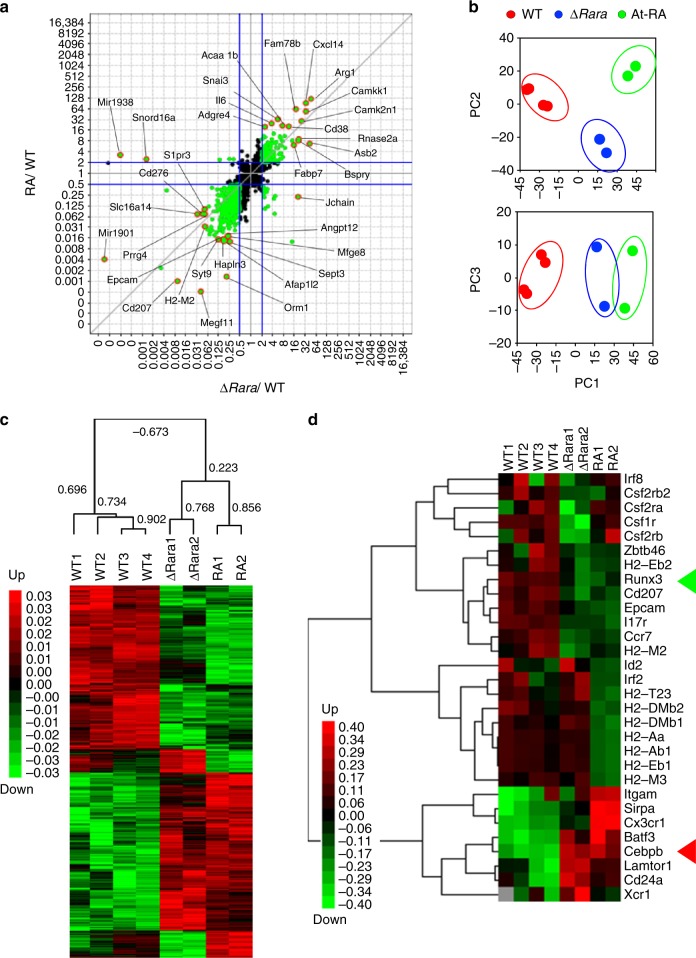
The effects of RARα deficiency vs. RA on gene expression in BM-derived DCs cultured in a LC-inducing condition. For all panels in this figure, RNA-seq was performed on WT and ∆*Rara*^CD11c^ BM cells cultured in charcoal-treated FBS medium containing GM-CSF and TGFβ1 for 3 days. WT cells were cultured with or without At-RA (10 nM). 2–4 independent samples were examined for each group. **a** Scatter plot analysis of RPKM (Reads Per Kilobase of transcript per Million mapped reads) values for ∆*Rara*^CD11c^ vs. WT for *X*-axis and RA vs. WT for *Y*-axis. 2619 differentially expressed genes were selected based on T-test (*P* < 0.2) adjusted with Benjamini–Hochberg procedure of the Multiplot Studio (Version 1.5.29, GenePattern). Total 8 samples were examined by RNA-seq (4 WT, 2 ∆*Rara*^CD11c^, and 2 At-RA). Genes highlighted in orange are the top 10 up- or down-regulated genes. **b** Principal component analysis (PCA) of the 2619 selected genes based on their RPKM values. **c** A Treeview showing hierarchical clustering of 2619 genes commonly or differentially regulated in BM-derived DCs cultured in a LC-inducing condition. Pearson correlation indices are shown. **d** A Treeview showing hierarchical clustering of manually selected genes from the differentially regulated 2619 genes. The green and red triangles respectively highlight *Runx3* and *Cebpb* genes. Error bars are defined as s.e.m

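The selection was repeated with limma on log2(RPKM + 0.1), a scale that understates the change of genes near the pseudocount, with RPKM made from the counts and gene lengths, where the paper used a t-test. At an adjusted p under 0.2, 7494 genes passed for ∆*Rara* CD11c vs. WT and 5892 for RA vs. WT. Together these were 9791 genes, with 3595 passing in both. With each group set against the WT libraries of its own experiment, 9042 genes were selected. Of 29 genes shown in Fig. 4d, 28 were tested by edgeR at an adjusted p under 0.05, where 5 rose and 7 fell in ∆*Rara* CD11c cells, and 4 rose and 17 fell with RA. Within experiments, 4 rose and 9 fell in ∆*Rara* CD11c cells, and 6 rose and 18 fell with RA. These genes were shown by the study from the same samples, so their direction is not independent evidence. Clustered by the correlation of their profiles over all tested genes, the RA libraries joined at 0.83 and the ∆*Rara* CD11c libraries at 0.54. The 4 WT libraries joined at 0.23, after WT 1 had joined WT 2 at 0.59 and the Control libraries each other at 0.86.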

### Runx3 and C/EBPβ are reciprocally regulated by RARα and RA

Runx3, a transcription factor that promotes LC generation^14^, was one of the genes down-regulated by both RA and RARα deficiency. 

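*Runx3* lies on chromosome 4 from 135120645 to 135177990 in mm10. Its level was 134.5 ± 6.00 CPM (SD, n = 4) in WT cells, 77.8 ± 9.89 CPM (SD, n = 2) in ∆*Rara* CD11c cells and 51.2 ± 13.8 CPM (SD, n = 2) with RA, and every ∆*Rara* CD11c and RA library lay below every WT library. Against the WT libraries of its own experiment, *Runx3* had a log2 fold change of -0.75 in ∆*Rara* CD11c cells (standard error 0.17, adjusted p = 0.018 from edgeR) and -1.43 with RA (standard error 0.18, adjusted p = 0.000622 from edgeR). The difference between these changes was -0.69 (adjusted p = 0.138 from edgeR) and did not pass the test. The transcription factors that the paper's introduction names for LCs are 4 genes, of which 1 rose and 1 fell in ∆*Rara* CD11c cells, and 1 rose and 2 fell with RA, the same numbers as when adjusted over the list alone (camera adjusted p = 0.746 and 0.488). The median and mean of their log2 fold changes were 0.01 and 0.24 in ∆*Rara* CD11c cells, and -0.42 and -0.25 with RA. *Spi1*, which encodes PU.1, had a log2 fold change of -0.19 in ∆*Rara* CD11c cells (adjusted p = 0.174 from edgeR) and -0.11 with RA (adjusted p = 0.488 from edgeR). Once the trends on coding length, 3' UTR length and GC content were removed, the change of *Runx3* in ∆*Rara* CD11c cells was -0.54 (adjusted p = 0.0672 from edgeR). It also did not pass the test without ∆*Rara* CD11c replicate 1, at -0.97, or without ∆*Rara* CD11c replicate 2, at -0.70.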

We confirmed this down-regulation at mRNA and protein levels (Fig. 5a, b). Down-regulation of Runx3 provides a potential mechanism for the decreased LC generation by RA. We over-expressed Runx3 with a retroviral gene transfer method and examined if this abolished the inhibitory effect of RA and RARα deficiency (Fig. 5c). The enforced Runx3 expression abolished the suppressive effect of RA. However, the enforced Runx3 expression did not normalize the LC generation defect of ∆*Rara*^CD11c^ cells, indicating that the effects of RA and RARα deficiency on LC development are not identical.

**Fig. 5:**
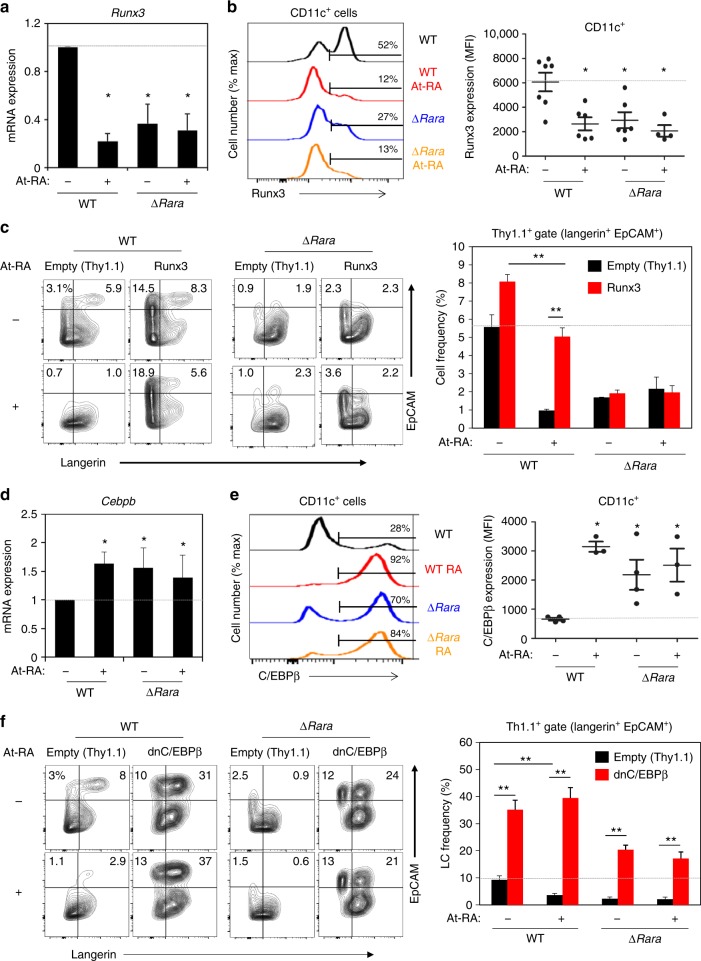
RA and RARα reciprocally regulate the expression of the positive and negative LC-regulating transcription factors, Runx3 and C/EBPβ. **a** Impact of RA and RARα deficiency on Runx3 expression at mRNA level. **b** Impact of RA and RARα deficiency on Runx3 expression at protein level. **c** Effect of enforced Runx3 expression on BM-derived LC differentiation in the presence and absence of RA. The data shown are gated for transduced Thy1.1^+^CD11c^+^ cells. **d** Impact of RA and RARα deficiency on expression of *Cebpb* mRNA. **e** Impact of RA and RARα deficiency on expression of C/EBPβ protein. **f** Effect of dnC/EBPβ on BM-derived LC differentiation in the presence and absence of RA. BM cells from WT or ∆*Rara*^CD11c^ mice were cultured with GM-CSF and TGFβ1 for 5 days (3 days following retroviral transduction) in the presence of At-RA (10 nM except in panels **c** and **f** where 0.1 nM was used) in a medium containing charcoal-treated FBS. Representative and combined data (*n* = 3–7) from at least 3 experiments are shown. Significant differences from controls by one-way ANOVA with Bonferroni adjustments (*p* < 0.05)* or between indicated groups by two-way ANOVA with Tukey adjustments (*p* < 0.05)**. Error bars are defined as s.e.m

*Cebpb*, a gene that encodes a transcription factor that suppresses LC but promotes macrophage differentiation^18,37^, was up-regulated by RA and in RARα deficiency. 

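*Cebpb* lies on chromosome 2 from 167688915 to 167690432 in mm10. It was at 92.1 ± 22.4 CPM (SD, n = 4) in WT cells, 306 ± 23.6 CPM (SD, n = 2) in ∆*Rara* CD11c cells and 217 ± 68.5 CPM (SD, n = 2) with RA, and every ∆*Rara* CD11c and RA library lay above every WT library. The WT libraries differed by experiment, with means of 111 CPM in WT 1 and WT 2 and 72.8 CPM in the Control libraries. Within experiments, *Cebpb* rose by 1.46 on the log2 scale in ∆*Rara* CD11c cells (standard error 0.19, adjusted p = 0.00269 from edgeR) and by 1.58 with RA (standard error 0.19, adjusted p = 0.000561 from edgeR). The difference between these changes was 0.12 (adjusted p = 0.831 from edgeR). Without ∆*Rara* CD11c replicate 1 the change in ∆*Rara* CD11c cells was 1.61, and without RA replicate 1 the change with RA was 0.87, and neither passed the test.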

C/EBPβ up-regulation was confirmed at mRNA and protein levels (Fig. 5d, e). To assess the role of up-regulated C/EBPβ by RA and RARα deficiency in LC-like cell development, we suppressed C/EBPβ activity by enforced expression of dominant negative (dn) C/EBPβ with a retroviral approach. Hyper-induction of WT LCs by dnC/EBPβ indicates C/EBPβ’s powerful suppressive effect on LC generation (Fig. 5f). Importantly, enforced expression of dnC/EBPβ abolished not only the suppressive effect of RA but also that of RARα deficiency (Fig. 5f). Thus, C/EBPβ regulation by the RA-RARα axis is functionally important for LC development.

### DNA-binding is important for the function of RARα

To gain further mechanistic insights into the RARα function in regulating LC differentiation, we expressed genes for WT and mutant forms of RARα in ∆*Rara*^CD11c^ cells. Retroviral transduction of wild type *Rara* restored the LC differentiation defect in ∆*Rara*^CD11c^ cells. Interestingly, the *Rara* G303E mutant gene with a defective ligand binding domain (*Rara-*ΔLB) was able to rescue the differentiation defect (Fig. 6). However, the *Rara* C105G mutant gene with a defective DNA binding domain (*Rara-*ΔDB) could not rescue the defect, underlining the importance of DNA binding capacity of RARα in regulating LC development. Thus, the positive function of RARα is mediated through DNA binding.

**Fig. 6:**
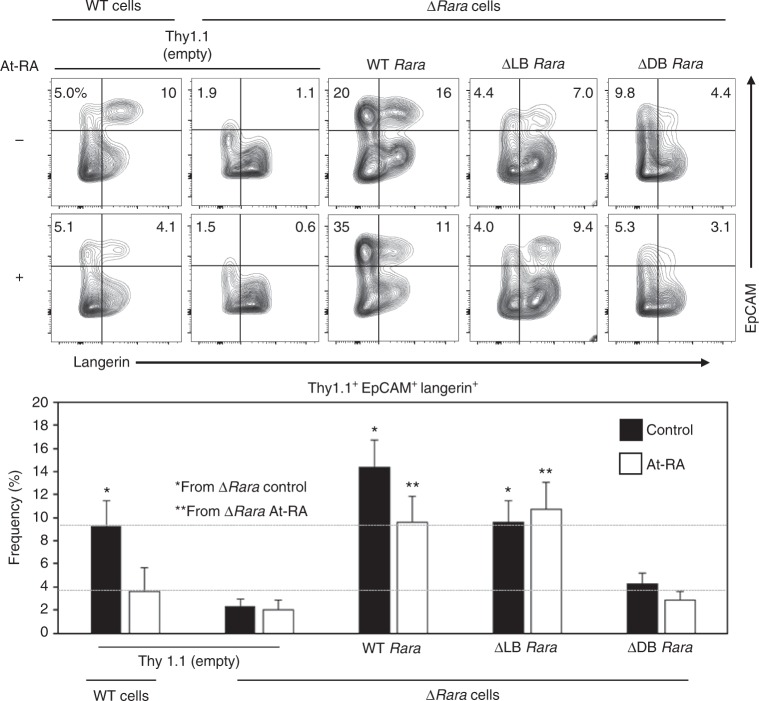
The DNA binding, but not ligand binding, function of RARα is required for BM-LC generation. Impact of RARα variants on BM-derived LC differentiation in vitro. BM cells were transduced with retroviral vectors harboring WT and variant RARα genes that lack ligand binding (ΔLB) or DNA binding (ΔDB) activity and differentiated with GM-CSF and TGFβ1 for 5 days in the presence of RA in medium containing charcoal-treated FBS. The data shown are for transduced Thy1.1^+^CD11c^+^ cells. Representative and combined data are shown. At-RA was used at 0.1 nM. Representative and combined data from 5 experiments are shown. *^,^**Significant differences by two-way ANOVA with Tukey adjustments (*p* < 0.05). Error bars are defined as s.e.m

### The RARα-RA axis also regulates human LC differentiation

Finally, we studied whether RA also regulates human LC differentiation. Langerin^+^ LC-like cells can be differentiated from peripheral blood CD14^+^ monocytes or CD1c^+^ DCs^17,38^. As reported by others, normal fetal bovine serum (FBS) does not support langerin^+^ LC-like cell generation (Fig. 7a). However, we found that charcoal-treated FBS was conducive for LC-like cell generation from CD14^+^ monocytes. This indicates that there is a factor (or factors) in blood that inhibits human LC differentiation. The results with mouse LC cells strongly suggest that RA is such a factor that restrains LC differentiation. Indeed, RA, when added to culture even at a low concentration (1 nM), completely suppressed the generation of langerin^+^ CD1a^+^ LC cells (Fig. 7b). Considering the significant concentrations (~5 nM) of RA in human blood^39^, our results indicate that physiological levels of RA have the potential to effectively suppress LC differentiation in systemic tissues. Two different RARα antagonists, BMS493 and Ro41-5253, enhanced human LC-like cell generation (Fig. 7c), which suggests that RA in regular FBS is indeed a factor that suppresses LC generation. Langerin^+^ cells were mostly C/EBPβ^−^ cells, and the generation of these cells was effectively suppressed by RA (Fig. 7b). At mRNA level, *CEBPb* expression was decreased by BMS493 in the regular-FBS medium and increased by RA in the charcoal-treated FBS medium (Fig. 7d). The pattern of RUNX3 expression was exactly the opposite, increased by BMS493 and decreased by At-RA in the human LC-like cells. Overall, RARα ligands and antagonists reciprocally regulate LC-like cell differentiation from human blood monocytes.

**Fig. 7:**
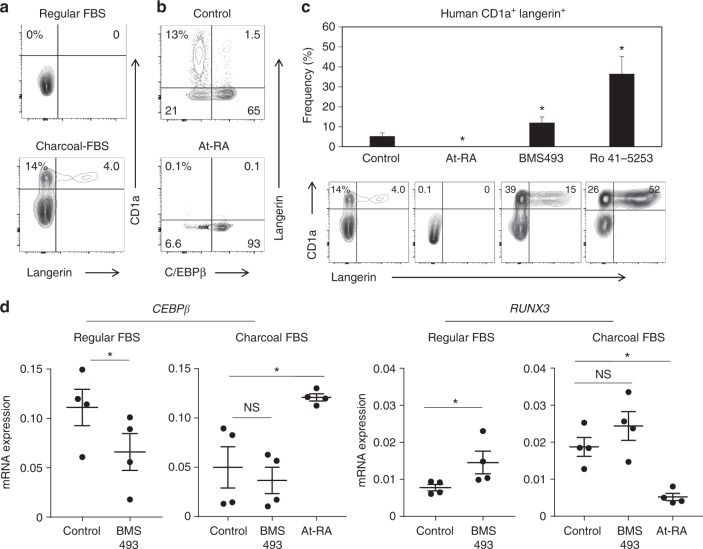
RA regulates *CEBPb* and *RUNX3* expression and human langerin^+^ cell differentiation from blood monocytes. **a** Human LC differentiation from blood monocytes in regular vs. charcoal FBS. **b** At-RA promotes C/EBPβ^+^ non-LC differentiation. **c** RA and RARα antagonists reciprocally regulate human LC differentiation. **d** Effects of At-RA and BMS493 on the expression of human *CEBPb* and *RUNX3*. Human blood CD14^+^ monocytes were cultured in GM-CSF and TGF-β1 for 5–7 days in media containing charcoal FBS except in panel A where regular FBS was also used. At-RA was used at 1 nM, and BMS493 and Ro4153 were used at 500 nM. Representative and combined data (*n* = 5–7) from at least 5 experiments are shown. *Significant differences from control by Mann–Whitney U test (*p* < 0.05, unpaired, 2-sided). Error bars are defined as s.e.m. Langerhans cells (LC) and langerin-expressing conventional dendritic cells are made from distinct progenitors and enriched in the distinct microenvironments of the skin. Here the authors show that these immune cells are regulated by RARα via simultaneous induction of LC-promoting Runx3 and repression of LC-inhibiting C/EBPβ

## Discussion

In this study, we demonstrated that a regulatory pathway shaped by RARα plays a crucial role in the development of LCs and langerin-expressing DCs. We demonstrated that RARα is required for LC differentiation in vitro and in vivo. Interestingly, RARα drives LC differentiation and generation of langerin-expressing DCs in hypo-RA conditions. In systemic concentrations, RA generates a negative signal to effectively suppress LC differentiation. Thus, RARα plays a highly sophisticated role in the development of LCs and langerin^+^ cDCs in a RA-concentration-dependent manner.

LCs are developed from both embryonic progenitors and bone marrow-derived cells. We demonstrated that RARα-deficient progenitors fail to give rise to LCs and langerin^+^ cDCs in the skin. We speculate that the CD11c^+^ MHC-II^dim^ cells in the epidermis of newborn mice could be the precursors unable to develop into LCs in *Rara* deficiency. Langerin expression on DCs in non-skin tissues was also decreased in RARα-deficient mice. We also demonstrated that RARα-deficient CD11c^+^ BM progenitors fail to differentiate to LCs in the skin during adult life. Therefore, RARα is required for LC development from both fetal and BM origins in newborn and adult mice respectively.

A question is how RARα regulates LC development. RARα is a transcription factor that functions through both DNA binding and non-binding mechanisms^40^. A major way to trigger RARα activation is through ligand binding, which induces conformational changes to recruit co-activators and dissociate co-repressors. This can cause epigenetic changes and regulates gene expression. However, our results regarding the regulation of LC development indicate that RARα has a clear positive function in hypo-ligand conditions. This phenomenon is supported by the fact that RARα can epigenetically regulate gene expression in a manner independent of retinoid ligands as documented previously^41^. It seems that RARα shapes the gene expression program conducive for LC generation. As we demonstrated, however, the function of RARα in regulating LC differentiation changes depending on the presence of its ligands (i.e., RAs).

While RARα is required for LC development, this appears to occur in hypo-RA conditions. The in vitro culture systems that were used in this study with charcoal-treated vs. regular FBS were useful to determine the negative role of RA in suppressing mouse BM-LCs. Charcoal depletes hydrophobic components, such as RAs, from FBS. Thus, the medium with charcoal-treated FBS represents a hypo-RA condition. The medium with regular FBS represents sub-systemic RA levels because it contains only 10% of FBS. While the charcoal-treated FBS condition allows BM-LC differentiation induced by the two cytokines, GM-CSF and TGF-β1, the differentiation did not readily occur in the regular FBS condition. Furthermore, exogenously added RA to the charcoal-treated FBS medium suppressed the generation of BM-LCs in a RA concentration-dependent manner. On the other hand, two different types of RARα antagonists: Ro41-5253 (a competitive inhibitor) and BMS493 (an inverse antagonist, blocking the effect of residual RA in the charcoal-treated FBS medium), increased the generation of the in vitro generated LCs. This indicates that the inhibitory function of RA is mediated through RARα. It is plausible in developing LCs that RA activation of RARα alters its ability to bind and recruit factors that affect gene expression and cell differentiation. This seemingly complex molecular regulatory networks require further studies to delineate.

We demonstrated that the DNA-binding ability of RARα is important for its regulation of BM-LCs. The DNA binding function of RARα can be mediated by several different ways, including direct binding to canonical retinoid acid response element (RARE) sequences, half RARE sites, and other incompletely identified DNA sequences. RARα can also bind DNA via tethering through protein-protein interaction with other proteins such as BZLF1 to exert their regulatory effects^42^. Indeed, many of the genes regulated by RA lack canonical RAREs^43^. Therefore, it is likely that the function of RARα in regulating LCs is the result of both direct and indirect or primary and secondary regulation of gene expression by the RARα-RA axis. The RA effect on LC differentiation could be mediated also by non-genomic functions of RA. For example, it has been reported that RA rapidly activates several kinases including p38 mitogen-activated protein kinase (MAPK) and p42/p44 extracellular signal-regulated kinases (Erk)^44,45^.

RARα-deficient BM progenitors, while they can’t effectively express langerin, can still express EpCAM albeit at reduced levels compared to WT BM progenitors. This indicates differential dependence of the expression of LC-associated molecules on RARα. Alternatively, some cells, which may have escaped the CD11c-Cre-induced *Rara* gene deletion or expressed the molecules before *Rara* gene deletion, have the potential to express the LC-associated molecules. Alternatively, major RA, such as At-RA and 9-cis-RA, work through additional retinoid receptors such as RARβ and RARγ isotypes. Moreover, RAs activate other receptors such as PPARβ/δ, RORβ, COUP-TFII and TR2/4^46^, which may also explain the difference between the effects of RARα and RA. This possibility, however, is not high because the affinity of RA to these receptors is significantly lower than that to RARα ^46^. Moreover, functional expression of these receptors should be esablished in LCs and langerin-expressing DCs.

Our results indicate that RARα and RA can regulate a number of genes in LC precursor cells. Indeed, we found that the *Cebpb* gene expression is up-regulated in RARα deficiency, and it is also increased by RA, effectively suppressing LC differentiation. The *Cebpb* gene encodes C/EBPβ, a transcription factor required for the development of certain macrophage subsets but suppressive of LC differentiation^18,37,47^. On the other hand, the expression of the pro-LC transcription factor Runx3 is suppressed in RARα deficiency. Therefore, these two genes are potential mediators of the RARα function to regulate LC differentiation. While some genes are direct targets of RARα, many genes are regulated indirectly. Further studies in this regard are necessary to delineate the regulatory mechanism in the reciprocal expression of the two transcription factors. Our RNA-seq study revealed that many more genes in addition to the two genes are regulated by RARα. The genes for EpCAM, CD207 (langerin), and MHC II molecules expressed by LCs were suppressed in RARα deficiency. 

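With RA all 12 genes of MHC class II presentation fell (12 adjusted over the list alone), while in ∆*Rara* CD11c cells 2 fell and none rose (2 fell when adjusted over the list alone). Several of the 12 are shown in Fig. 4d from these samples. *H2-Ab1*, which encodes the β chain of the class II molecule I-A, lies on chromosome 17 from 34263227 to 34269418. It was at 8363 ± 1110 CPM (SD, n = 4) in WT cells, 6186 ± 701 CPM (SD, n = 2) in ∆*Rara* CD11c cells and 404 ± 88.4 CPM (SD, n = 2) with RA. Its log2 fold change in ∆*Rara* CD11c cells was -0.43 (standard error 0.19, adjusted p = 0.103 from edgeR's quasi-likelihood test), and with RA it was -4.37 (standard error 0.24, adjusted p = 2.79e-05 from edgeR). Against WT 1 and WT 2 alone it fell by 0.55 on the log2 scale in ∆*Rara* CD11c cells (standard error 0.17, adjusted p = 0.0473 from edgeR). *H2-Aa*, which encodes the α chain of I-A, had a log2 fold change of -0.49 in ∆*Rara* CD11c cells (adjusted p = 0.0806 from edgeR) and -4.07 with RA. Both genes were called in ∆*Rara* CD11c cells by DESeq2, at -0.44 and -0.50, and with library totals in place of TMM, at -0.63 and -0.69. Library totals also moved the median of all tested genes in ∆*Rara* CD11c cells to -0.21. *Ciita*, the master regulator of class II genes, had a log2 fold change of -2.36 in ∆*Rara* CD11c cells (adjusted p = 0.00552 from edgeR) and -3.84 with RA (adjusted p = 0.000353 from edgeR). Within experiments 5 of the 12 genes fell in ∆*Rara* CD11c cells (8 adjusted over the list alone), with a list median of -0.55, and all fell with RA, with a median of -3.68. The change with RA was below that in ∆*Rara* CD11c cells for 10 of them by the test of the difference itself, and for *H2-Ab1* the difference was -3.70 (adjusted p = 0.00109 from edgeR). The list's camera adjusted p was 0.243 in ∆*Rara* CD11c cells with pooled WT libraries and 0.00423 within experiments, and with an estimated correlation the latter adjusted p = 0.991. With RA it was 2.66e-28, and with an estimated correlation the adjusted p = 0.0313 (0.13 within experiments). Of 15 genes of MHC class I presentation, 10 fell and none rose with RA, and 1 fell and 1 rose in ∆*Rara* CD11c cells (13 and 0, and 1 and 1, adjusted over the list alone). Camera's adjusted p for class I was 7.98e-05 with RA, and with an estimated correlation the adjusted p = 0.374. Class I genes called with RA numbered 3 without RA replicate 1 and 5 without RA replicate 2, and in ∆*Rara* CD11c cells none was called without ∆*Rara* CD11c replicate 1 and 1 without ∆*Rara* CD11c replicate 2, but 4 were without WT replicate 1, 4 without WT replicate 2, 5 with DESeq2 and 10 with the Control libraries as the only controls. None of the class II genes was called in ∆*Rara* CD11c cells without ∆*Rara* CD11c replicate 1, where *Ciita* was at -2.33.

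**Figure D3:**
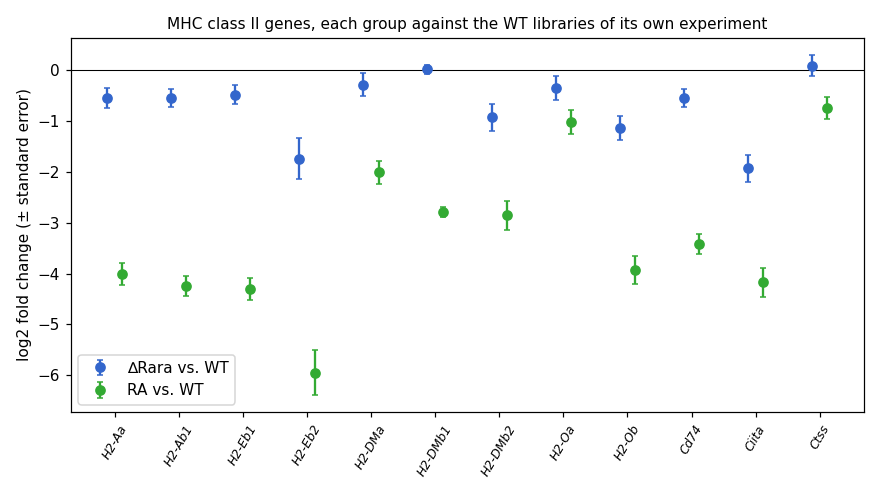
Log2 fold change, with its standard error, of the 12 genes of MHC class II presentation in ∆*Rara* CD11c cells (blue) and with RA (green), each against the 2 WT libraries of its own experiment. The median is -0.55 in ∆*Rara* CD11c cells and -3.68 with RA.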

Genes upregulated in RARα deficiency include macrophage-associated genes such as Arg1, CD38, IL-6, CXCL14, and Snai3. 

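*Arg1*, *Cd38*, *Il6*, *Cxcl14* and *Snai3* rose in ∆*Rara* CD11c cells. *Arg1*, an arginase of alternatively activated macrophages, lies on chromosome 10 from 24915207 to 24927470. It went from 11.5 ± 7.67 CPM (SD, n = 4) in WT cells to 452 ± 52.9 CPM (SD, n = 2) in ∆*Rara* CD11c cells, a log2 fold change of 5.30 (standard error 0.55, adjusted p = 0.00325 from edgeR). *Cd38*, an enzyme that consumes NAD, rose by 3.49 on the log2 scale (standard error 0.22, adjusted p = 0.00191 from edgeR). The cytokine gene *Il6* was at 0.539 ± 0.292 CPM (SD, n = 4) in WT cells and 1.84 ± 0.399 CPM (SD, n = 2) in ∆*Rara* CD11c cells, with a log2 fold change of 1.77 (adjusted p = 0.0201 from edgeR). *Cxcl14*, a chemokine, went from 0.981 ± 0.0679 CPM (SD, n = 2) in WT 1 and WT 2 to 12.7 ± 6.27 CPM (SD, n = 2) in ∆*Rara* CD11c cells, with an adjusted p = 0.00125 from edgeR within experiments. *Snai3*, a zinc finger transcription factor, rose by 2.52 on the log2 scale (adjusted p = 0.012 from edgeR). Within experiments the log2 fold changes in ∆*Rara* CD11c cells were 4.72 for *Arg1*, 3.31 for *Cd38*, 2.62 for *Il6*, 3.70 for *Cxcl14* and 2.11 for *Snai3*, all of them called. Of 31 genes of monocytes and macrophages, a list that holds several genes the paper shows from these samples, 11 rose and 1 fell (12 and 1 adjusted over the list alone), with a camera adjusted p = 0.000346. With an estimated correlation the list's adjusted p = 0.918. Without ∆*Rara* CD11c replicate 1, 1 of these genes was called in ∆*Rara* CD11c cells, and without ∆*Rara* CD11c replicate 2, 5 were. *Cd14*, a co-receptor for bacterial lipopolysaccharide, rose by 1.03 on the log2 scale, while *Csf1r* was the member that fell. Of 22 inflammatory cytokines and chemokines, 9 rose and 4 fell (9 and 5 adjusted over the list alone; camera adjusted p = 0.365). Within experiments 8 rose and 4 fell, with a median log2 fold change of 0.73 (camera adjusted p = 0.0292, and adjusted p = 0.991 with an estimated correlation). Where ∆*Rara* CD11c replicate 1 was left out, the changes of *Il6*, *Cxcl14*, *Snai3* and *Cd14* were 1.49, 3.84, 1.51 and 0.89 and did not pass the test, nor did that of *Il6* without ∆*Rara* CD11c replicate 2, at 1.94. With the trends on coding length, 3' UTR length and GC content removed, *Snai3* had 2.02 (adjusted p = 0.0521 from edgeR).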

Interestingly, RA regulates the expression of these genes in a manner highly similar to RARα deficiency. 

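RA raised the same macrophage-associated genes. *Arg1* was at 1148 ± 248 CPM (SD, n = 2) with RA, a log2 fold change of 6.64 (standard error 0.57, adjusted p = 0.000178 from edgeR). *Cd38* rose by 4.32 on the log2 scale, *Il6* by 4.45, *Cxcl14* by 5.82 and *Snai3* by 4.85, and over these genes and *Arg1* the adjusted p from edgeR ran from 2.43e-05 to 0.000804. *Il6* reached 11.8 ± 1.42 CPM (SD, n = 2). Of 31 monocyte and macrophage genes, 12 rose and 3 fell with RA (12 and 4 adjusted over the list alone), with a camera adjusted p = 0.00107. With an estimated correlation that list's adjusted p = 0.52. The number of these genes called with RA was 6 without RA replicate 1 and 9 without RA replicate 2. Of 22 inflammatory cytokines and chemokines, 5 rose and 5 fell with RA (6 and 5 adjusted over the list alone; camera adjusted p = 0.771). Within experiments, the rise with RA exceeded that in ∆*Rara* CD11c cells by a log2 difference of 2.94 for *Arg1* (adjusted p = 0.013 from edgeR), 4.25 for *Cxcl14* (adjusted p = 0.00789 from edgeR) and 3.36 for *Snai3* (adjusted p = 0.0486 from edgeR). The difference was 1.22 for *Cd38* (adjusted p = 0.0662 from edgeR) and 1.29 for *Il6* (adjusted p = 0.0962 from edgeR), which did not pass the test.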

We reason that the similar effects of RARα deficiency and RA on the global gene expression in developing LCs is probably due to the shared suppressive effect by these two conditions.

The RA-RARα axis also regulates human LC development, which was demonstrated in this study in an in vitro setting. It has been reported that serum (i.e., blood) contains fat-soluble factors that potently suppress human LC differentiation^48^ but such a suppressive factor has not been identified to date. Our results identify that RA is such a suppressive factor. Serum concentration of RA is ~5 nM. In general, 0.1–10 nM is a physiologically relevant concentration range of RA, which was effective in suppressing LC-like cell generation in vitro. As exemplified well in developing embryos^49^, RA levels in tissues are likely to be finely regulated by RA-producing and degrading cells. The epidermis-specific tissue tropism of LCs in the body together with the fairly high RA concentrations in the blood suggest that the RARα has the potential to effectively promote LC differentiation from precursors in the skin epidermis but probably suppress ectopic LC differentiation in relatively high-RA environments, such as blood circulation, lymphoid tissues, and gut tissues^50^. In this regard, the topological correlation between RA activity and LC development in the body should be established in the future. In sum, our findings raise the possibility that the development of LCs and LC-like cells is regulated by an environmental cue shaped by the levels of vitamin A metabolites and RARα function in precursors cells.

## Methods

### Animals, vitamin A deficiency, and topical retinoid treatment

All animal experiments were approved by the Animal Care and Use Committees at University of Michigan and Purdue University. CD11c-Cre GFP mice (stock # 007567) were purchased from the Jackson Laboratory (Bar Harbor, ME) and mated with RARα (f/f) mice^51^ to generate ∆*Rara*^CD11c^ mice. As WT control mice, we used either C57BL/6, RARα (f/f), and CD11C-Cre-GFP (including littermate and non-littermate) mice, all of which were not different from each other in LC development. The data from male and female mice were indistinguishable and combined. Vitamin A-deficient (VAD) and vitamin A-normal (VAN) mice were generated by feeding late-term (15–16 post coitus-day) pregnant females with AIN-93G-based custom diets containing retinyl acetate at 2500 IU/kg (VAN, TD. 07267, Harlan Teklad, Indianapolis, IN) or 0 IU/kg of diet (VAD, TD. 00158). Weaned mice were kept on the same diet for at least 10 weeks before examination of DC subsets. No randomization or blinding was performed for animal experiments.

### BM reconstitution study

BM cells (5 × 10^5^ cells per mouse) from WT or ∆*Rara*^CD11c^ mice were transferred i.v. into lethally irradiated (1,100 rads) ∆*Rara*^CD11c^ mice. Mice were examined 12–15 weeks after bone marrow transplantation.

### Cell isolation

Mouse ears were separated into two skin halves and treated with 0.5% trypsin (Alfa Aeser, Ward Hill, MA) at 37 °C for 30 min. Epidermis and dermis were separated and dermis was digested with collagenase IV (1–2 mg ml^−1^, Worthington, Lakewood, NJ). Epidermal cells were released after trypsin digestion without using collagenase treatment. The trunk skin of neonatal mice was similarly processed to obtain single cell suspensions. For qRT-PCR analysis of *Rara* and *Cd207* genes, CD11c^+^ cells from BM culture or CD11c^+^ cells and CD45-negative tissue cells from single suspensions of epidermis or dermis were isolated by magnetic selection with biotin-labeled CD11c (clone N418) and Mojosort^TM^ streptavidin nanobeads (BioLegend; purity > 90%). Gradient centrifugation of epidermal and dermal cells released by collagenase digestion was performed on a 40/70% Percoll gradient to enrich leukocytes.

### Induction of mouse BM-derived LC-like cells

For most experiments, BM cells were cultured for 3 days in complete RPMI-1640 medium supplemented with regular or charcoal-treated FBS (10%, Thermo-Fisher). GM-CSF (20 ng ml^−1^) and hTGF-β1 (10 ng ml^−1^) were added to generate LC-like cells. All cytokines were from BioLegend. When indicated, retinoids such as At-RA (1–10 nM) and BMS493 (100 nM) were added to culture. RA was dissolved in dimethyl sulfoxide (DMSO) and therefore DMSO at 0.1 nM was also used as a control.

### Retroviral expression of *Runx3, Cebpb*, and *Rara* genes in LCs

Mouse dn*Cebpb* (a gift from C. Vinson, Addgene plasmid #33363) and human *Rara* genes were sub-cloned into MSCV-Thy1.1 vector. Runx3-expressing MSCV-Thy1.1 has been described previously^52^. ΔLB(G303E) and ΔDB (C105G)-*Rara* mutant genes were cloned from pCMX-Epi-RARa-G303E, and RARa-C105G^53^ into MSCV-Thy1.1. 70–80% confluent Platinum-E retroviral packaging cells on a 10 cm-plate were transfected with retroviral vectors (10 μg) and pCL-Eco retrovirus packaging vector (4 μg) using Lipofectamine 2000 (Invitrogen). Culture supernatant from day 2 to 3 was collected and used to spin-infect BM cells (2.5 × 10^5^ per well) in the presence of polybrene (Sigma-Aldrich, 2 μg ml^−1^). Infected BM cells were cultured in a RPMI-1640 medium containing charcoal-treated FBS (10%), GM-CSF (20 ng/ml) and hTGF-β1 (10 ng ml^−1^) for 5 days with or without At-RA. Surface and intracellular molecules expressed by transduced Thy1.1^+^ CD11c^+^ cells were determined by flow cytometry.

### Induction of human monocyte-derived LC-like cells

Human CD14^+^ monocytes were sorted from peripheral blood cells. Histopaque-1077 (Sigma-Aldrich) was used to separate mononuclear cells from red blood cells. CD14^+^ cells were sorted with biotin-labeled anti-CD14 antibody (M5E2) and anti-biotin beads (Miltenyi Biotec, Auburn CA). CD14^+^ cells (95–97% pure) were cultured for 5–7 days in complete RPMI-1640 medium supplemented with regular or charcoal-treated FBS (10%, Thermo-Fisher). GM-CSF (20 ng ml^−1^) and hTGF-β1 (10 ng ml^−1^) were added along with retinoids such as At-RA and Ro41-5253. Cultured cells were stained with antibodies and examined by flow cytometry as described below or examined by qRT-PCR.

### Flow cytometry

Mouse cells were stained with antibodies to CD11c (clone N418), MHC-II (clone M5/114.15.2), EpCAM (clone G8.8), langerin (clone 4C7 and L31), CD11b (clone M1/70), C/Ebpβ (clone E299, Abcam, Cambridge, MA), Runx3 (clone 527327, R&D, Minneapolis, MN), CD24 (clone M1/69), CD26 (clone H194-112), CD172a (clone P84), and XCR-1 (clone ZET). Mouse DC subsets were stained as described by others with some modifications^54^. For human cells, antibodies to human CD14 (M5E2), CD1a (HI149), CD11c (BD Biosciences, B-ly6), C/EBPb (Abcam, E299), and CD207 (10E2) were used. Lineage-specific antibodies included CD3 (clone 145-2C11), NK1.1 (clone PK136), CD19 (clone 6D5), B220 (clone RA3-6B2), and CD64 (clone X54-5/7.1). When indicated, antibodies to CD45.2 (104), CD45.1 (A20), Ki-67 (16A8), CCR7 (4B12), CD40 (3/23), and CD86 (GL-1) were also used. Antibodies were purchased from BioLegend (San Diego, CA) unless indicated otherwise. For intracellular staining of transcription factors, cells were first stained for surface antigens, fixed and permeabilized using Fix/Perm buffer (Tonbo Bioscience, San Diego, CA) and then stained with antibodies to transcription factors in Perm buffer (Tonbo Bioscience). Cells were acquired by Canto II (BD Biosciences) or NovoCyte 3000 (ACEA Biosciences Inc.). For langerin intracellular staining, cells were first stained with antibodies to surface antigens, including langerin (clone 4C7, allophycocyanin-labeled, BioLegend), followed by fixation and permeabilization using the Fix/Perm buffer (Tonbo Biosciences Transcription Factor kit). Cells were then stained for intracellular langerin using a PE-conjugated antibody (clone L31, eBioscience). Annexin V staining was performed in a special binding buffer purchased from BioLegend.

### Skin DC emigration from ear explants

Ears from WT and ∆*Rara*^CD11c^ mice were split into dorsal and ventral halves and floated split side down on 1 ml RPMI medium containing 10% charcoal-treated FBS. CCL19 (500 ng ml^−1^) and RA (10 nM) were added as indicated at the beginning of the cultures. Because CCL19-dependent LCs emigration occurs mainly from 24 h, the cells were pre-incubated for 24 h and then the cells that emigrated during the next 24 h period in fresh medium were collected, stained with the Ghost cell viability dye (Tonbo Biosciences) and fluorescent antibodies to CD11c, MHC-II, EpCAM and langerin, and then counted with a NovoCyte 3000.

### Skin LC and BM-LC imaging

Epidermal sheets were separated from dermis after incubating in 0.5 M ammonium thiocyanate solution (Sigma Aldrich, St. Louis, MO) for 40 min at 37 °C. For frozen sections, ear skin was frozen in freezing medium (Sakura) and cryosections (8 μM) were made using a cryostat (Leica). Epidermal sheets and cryosections were fixed in acetone and stained with antibodies to pan-cytokeratin (AE1/AE3), MHC-II (M5/114.15.2) and langerin (4C7). Antibodies were from eBioscience or BioLegend. Images were obtained with a Leica SP5 II confocal system. For langerin expression in BM-LCs, cultured cells were stained for surface CD11c and MHC-II, fixed in 1% paraformaldehyde, and permeabilized with a saponin buffer for whole-cell staining of langerin. The stained cells were plated on Cell-Tak coated slide glasses and imaged with a Leica SP5 II confocal system.

### RNA-seq and bioinformatics

CD11c^+^ cells from BM culture were isolated by magnetic selection with biotin-CD11c (clone N418) and Mojosort^TM^ streptavidin nanobeads (BioLegend; purity > 90%). Total RNA was extracted using RNeasy Mini Kit (QIAGEN, Germantown, MD) and submitted to Purdue University Genomic Core Facility for sequencing. The samples were processed with the Illumina TruSeq Standed mRNA Sample Prep Kit (Illumina Inc. San Diego, CA). Following quantification with KAPA Library Quantification Kit (KAPA Biosystems, Wilmington, MA)_,_ the libraries were sequenced with a HiSeq 2500 using v3 chemistry to generate paired-end 100 base reads. Sequencing data were analyzed using FastQC (Babraham Bioinformatics, Cambridge, UK) for quality control and mapped to the mouse genome (UCSC mm10) using STAR RNA-seq aligner. Reads distribution across the genome was assessed using bamutils. Uniquely mapped sequencing reads were assigned to mm10 refGene genes using featureCounts with the following parameters: “-s 2 –p –Q 10”. Quality control of sequencing and mapping results was summarized using MultiQC. Genes with read count per million (CPM) < 0.5 in more than 2 of the samples were removed. The data were normalized using the trimmed mean of M (TMM) values method. Differential expression analysis was performed using edgeR. *T*-test *P*-value adjusted by Benjamini–Hochberg procedure was computed using Multiplot Studio (GenePattern, Broad Institute) to select a set of genes for further analysis. Multiplot Studio, hierarchical clustering, and TreeView from GenePattern were used to visualize differentially expressed genes. Principal component analysis (PCA) was performed using the WebMeV of TM4 applications (mev.tm4.org). Gene set enrichment analysis (GSEA, Broad Institute) was used to generate heat maps of top 50 up- or down-regulated genes.

### Quantitative real-time PCR

Total RNA was extracted with TRIzol and cDNA synthesis was performed with the High-Capacity cDNA Reverse Transcription Kit (Thermo Scientific, Grand Island, NY). Quantitative real-time PCR was performed with Maxima® SYBR Green/ROX qPCR Master Mix (Thermo Scientific) using the primers described in Supplementary Table 1. All data are shown as relative expression levels following normalization with GAPDH expression.

### Statistics

Sample sizes (6–11), particularly for animal experiments, were chosen by 2-sided power analysis based on at least 50% difference in population values, standard deviation of 30–40%, α value of 0.05, and desired power of 0.80. In performing flow cytometry or qRT-PCR, failed cell isolation based on low cell yields ( < 10% of average yields) or purity ( < 85%) were excluded. Normality and variance were not intentionally examined because sample size is too small (3–8) to have sufficient power. Statistical significance of differences between two groups were obtained mostly by Mann–Whitney U test (*p* < 0.05, unpaired, 2-sided). Complex data were examined by one-way ANOVA with Bonferroni’s correction or two-way ANOVA with Tukey’s multiple comparison test. Error bars in all figures indicate SEM. All experiments were performed at least 3 times for reproducibility.

## Electronic supplementary material

Supplementary Information

## Data Availability

The BM-LC RNA sequencing data have been deposited in Gene Expression Omnibus under the accession code (GSE101991).

# Supplementary material for: RARα supports the development of Langerhans cells and langerin-expressing conventional dendritic cells
**Source:** Nat Commun. 2018 Sep 25;9:3896. doi: 10.1038/s41467-018-06341-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

RAR α supports the development of Langerhans cells and langerin-expressing conventional dendritic cells

Seika Hashimoto-Hill, Leon Friesen, Sungtae Park, Suji Im, Mark H. Kaplan, and Chang H. Kim

Supplementary Fig. 1 to Fig. 15

Supplementary Table 1

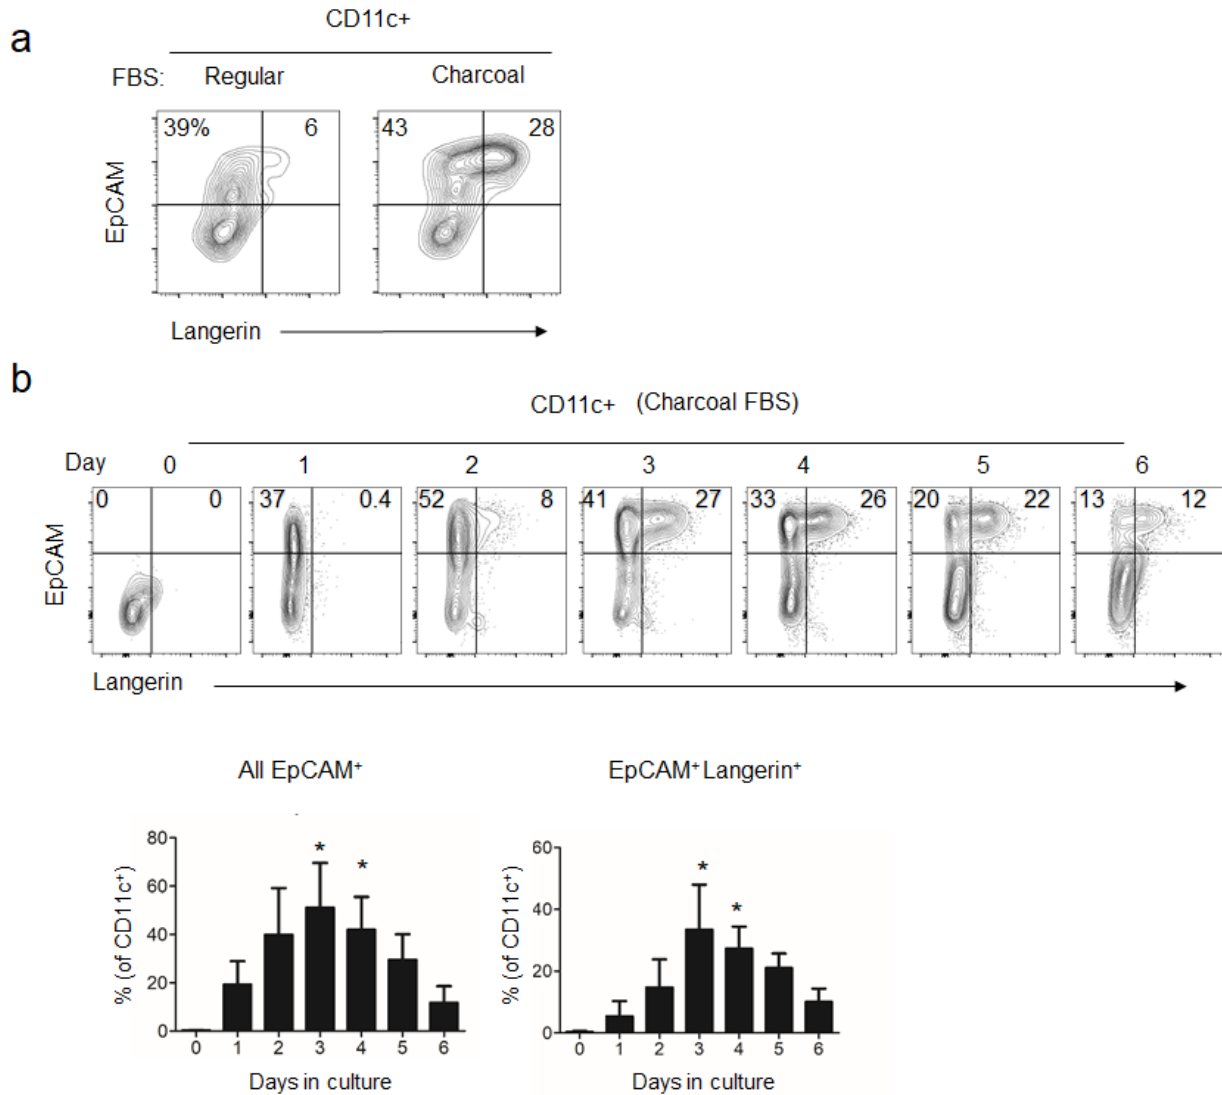

Supplementary Fig. 1. Induction of BM-derived langerin⁺ cells (BM-LC) *in vitro*. BM cells were cultured for 3 days (a) or indicated time periods (b) in complete RPMI-1640 medium supplemented with regular or charcoal-treated FBS (10%, Thermo-Fisher), GM-CSF (20 ng/ml) and hTGF- β 1 (10 ng/ml). *Significant differences from day 0 ($p < 0.05$; $n = 3$) by Mann-Whitney U test ($p < 0.05$, unpaired, 2-sided).

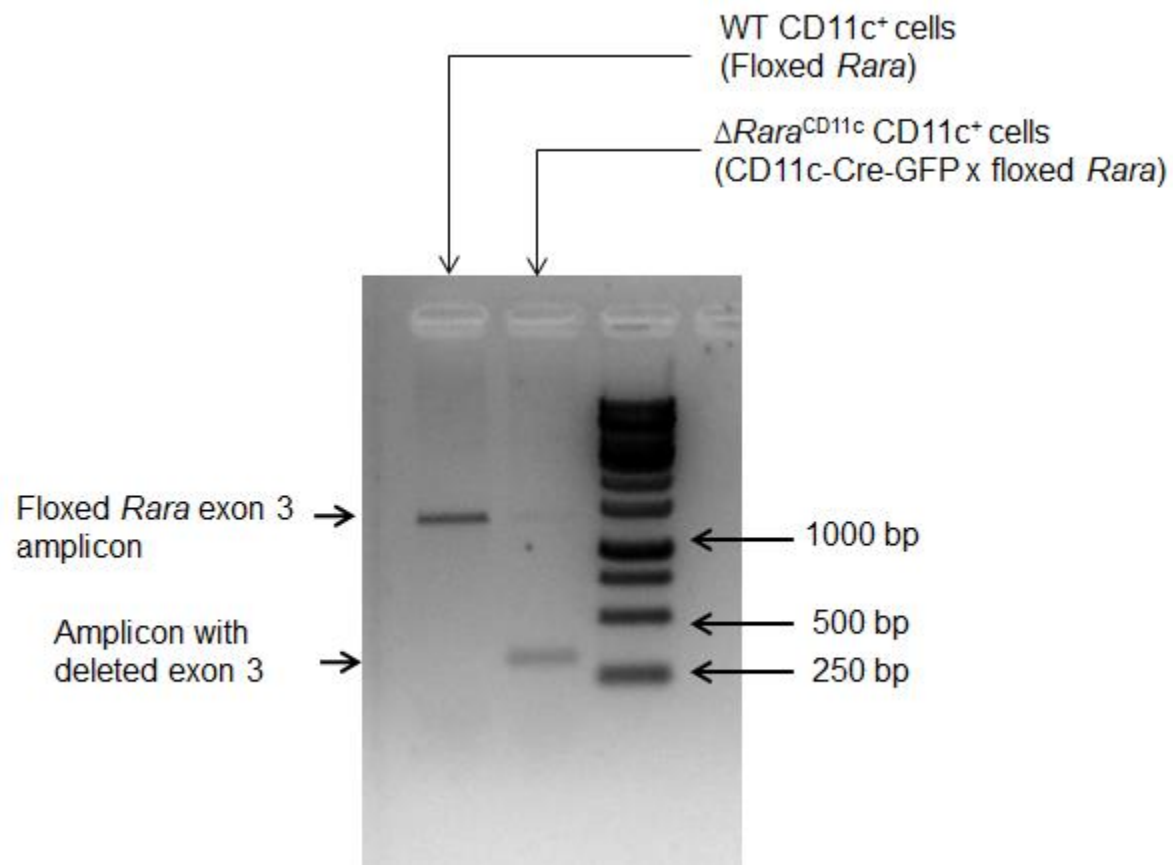

Supplementary Fig. 3. CD11c-Cre-GFP mice were crossed to a mouse line with floxed exon 3 of the *Rara* gene (NM_009024.2). Genomic DNA was extracted from BM-derived CD11c⁺ cells cultured in GM-CSF (20 ng/ml), and PCR was performed with the primers shown in supplementary table 1.

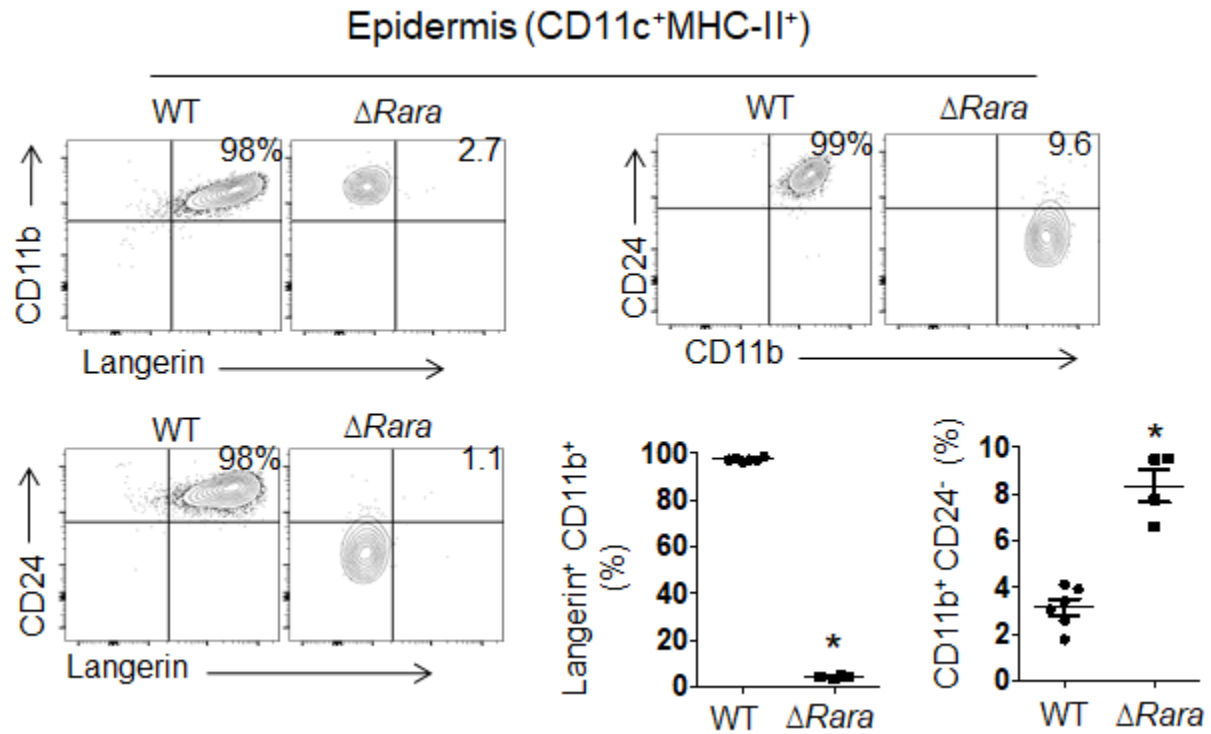

Supplementary Fig. 4. Phenotype of epidermal CD11c⁺ MHC-II⁺ cells in adult (5-8-week-old) WT versus *Rara*^{CD11c} mice. Expression of CD24, CD11b, and langerin by CD11c⁺ MHC-II⁺ cells was examined. Representative and combined data are shown (n=4-7). *Significant differences from WT by Mann-Whitney U test (p<0.05, unpaired, 2-sided).

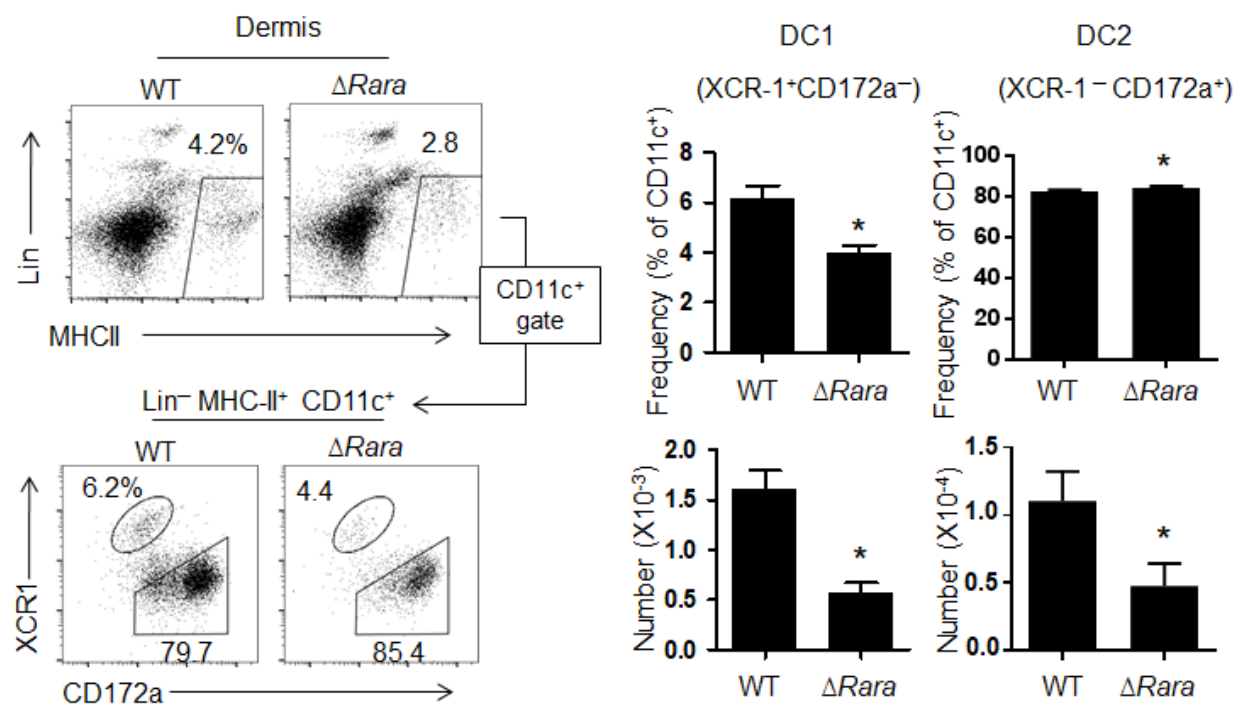

Supplementary Fig. 5. Dermal DC1 and DC2 subsets in adult WT versus $Rara^{CD11c}$ mice. Frequencies and absolute numbers of DC subsets in WT versus $\Delta Rara^{CD11c}$ mice are shown in graphs. Representative and combined data from 3 independent experiments are shown (n=8). *Significant differences from WT by Mann-Whitney U test (p<0.05, unpaired, 2-sided).

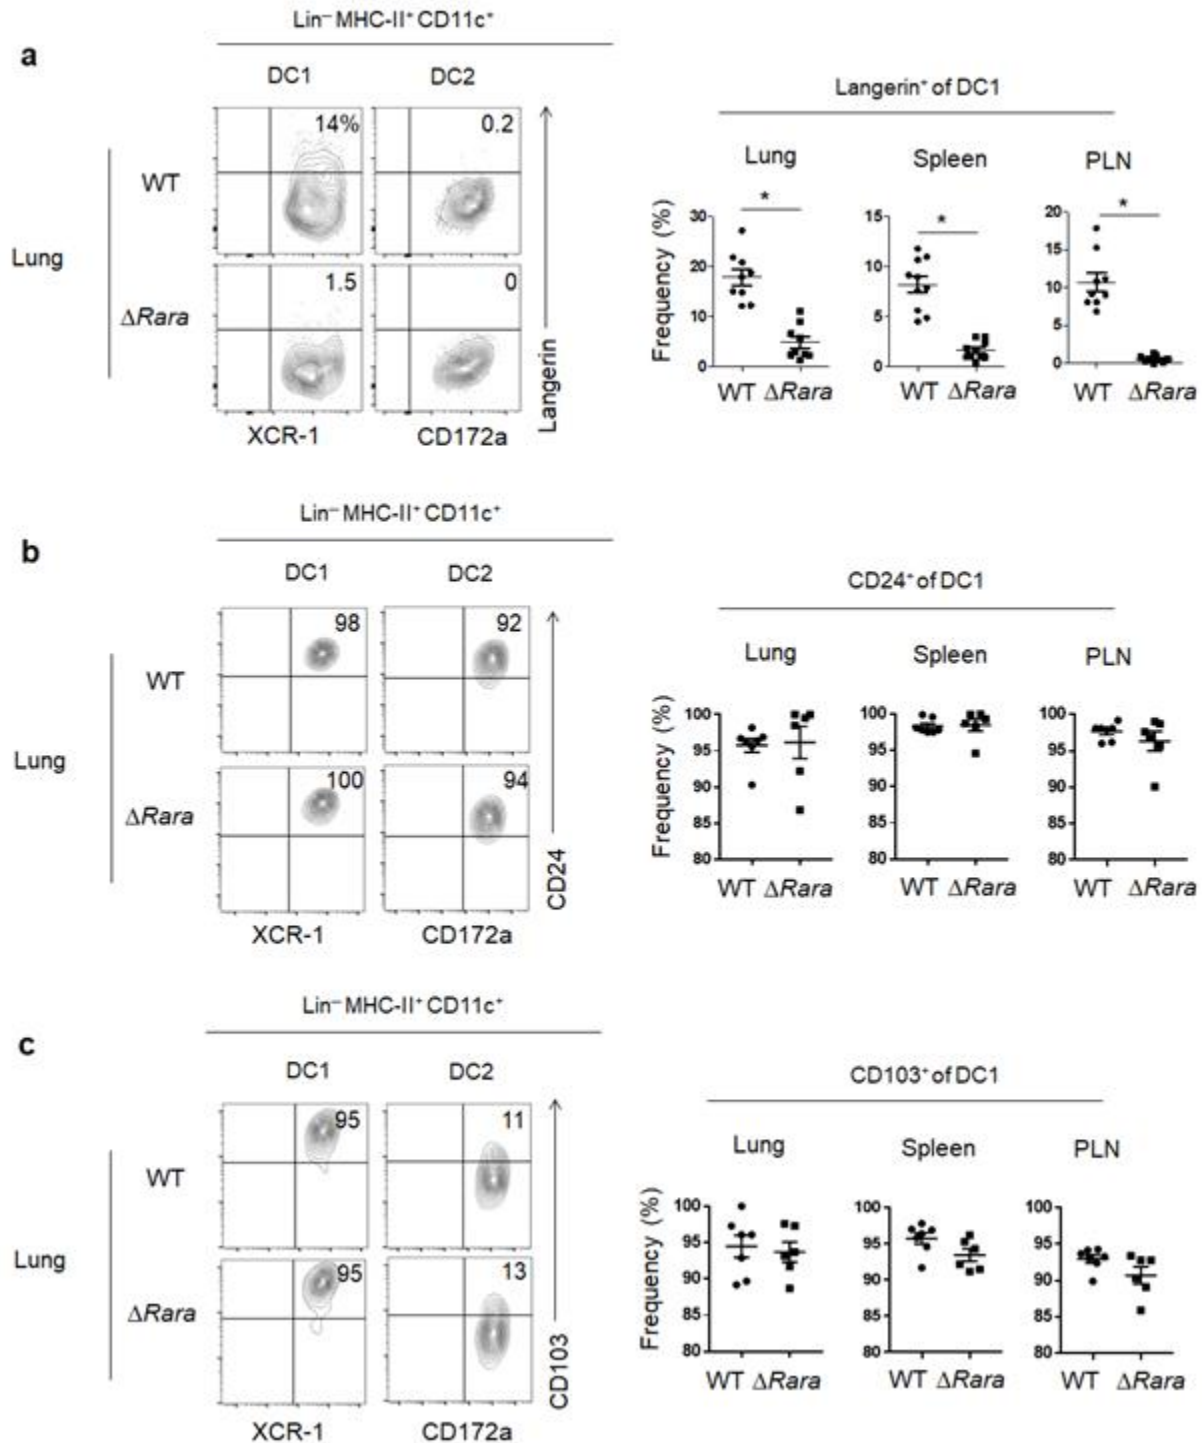

Supplementary Fig. 6. Expression of langerin (a), CD24 (b), and CD103 (c) by DC subsets in selected non-skin tissues of adult WT versus $\Delta Rara^{CD11c}$ mice. XCR1⁺ CD172a⁻ DC1 and XCR1⁻ CD172a⁺ DC2 subsets in lungs, spleen and PLN (inguinal and auxiliary) were examined for indicated antigens. Representative and combined data are shown (n=6-10). *Significant differences by Mann-Whitney U test (p<0.05, unpaired, 2-sided).

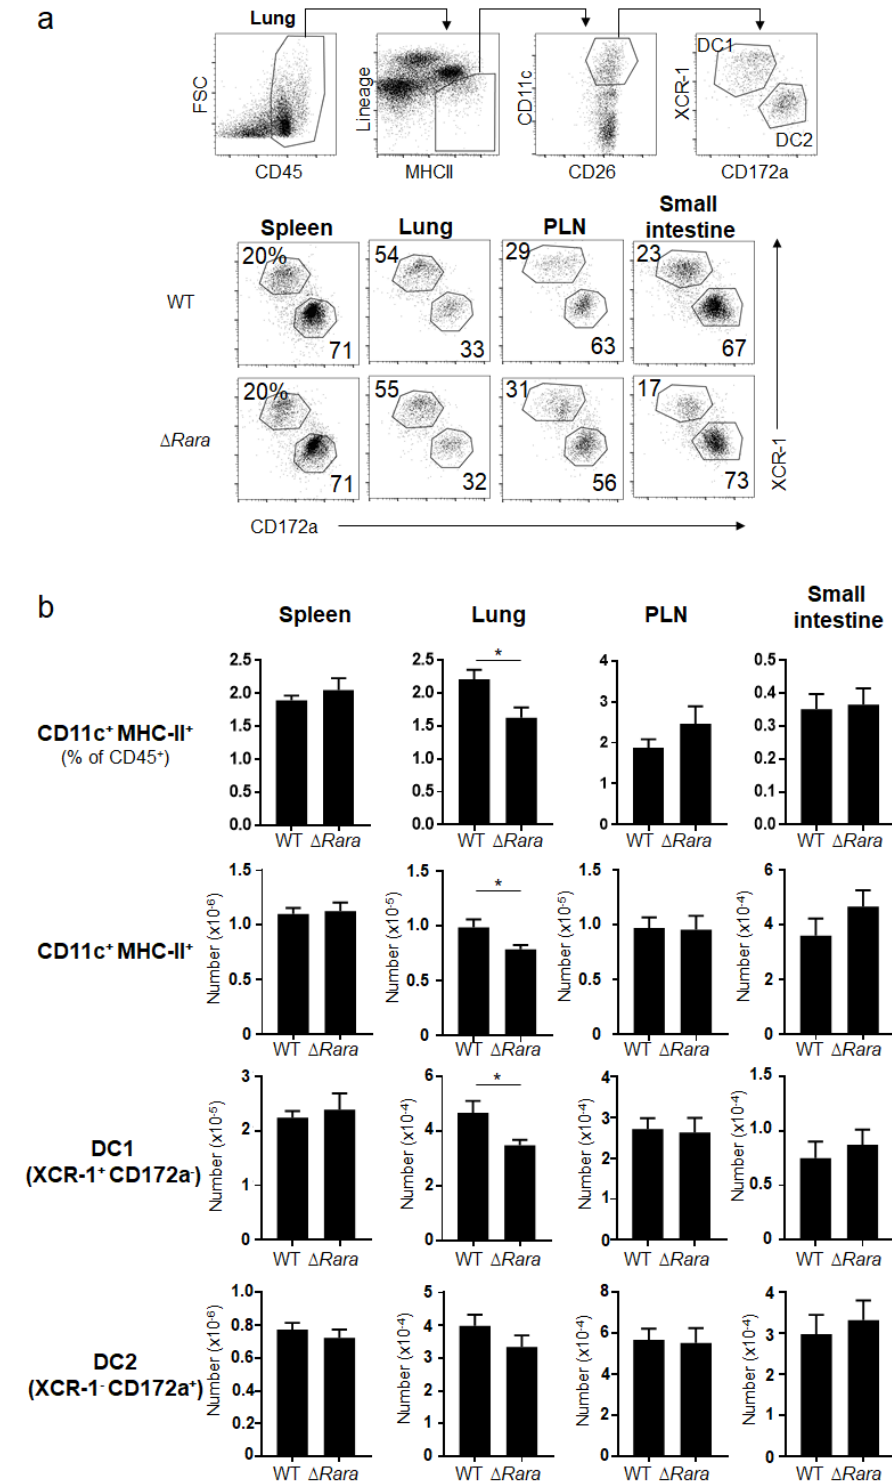

Supplementary Fig. 7. Frequencies and numbers of major DC subsets in non-skin tissues in adult WT versus $\Delta Rara^{CD11c}$ mice. (a) Gating strategy and representative dot plots. (b) The frequency and numbers of indicated CD11c⁺ MHC-II⁺ subsets. Representative and combined data are shown (n=9-16). *Significant differences by Mann-Whitney U test (p<0.05, unpaired, 2-sided).

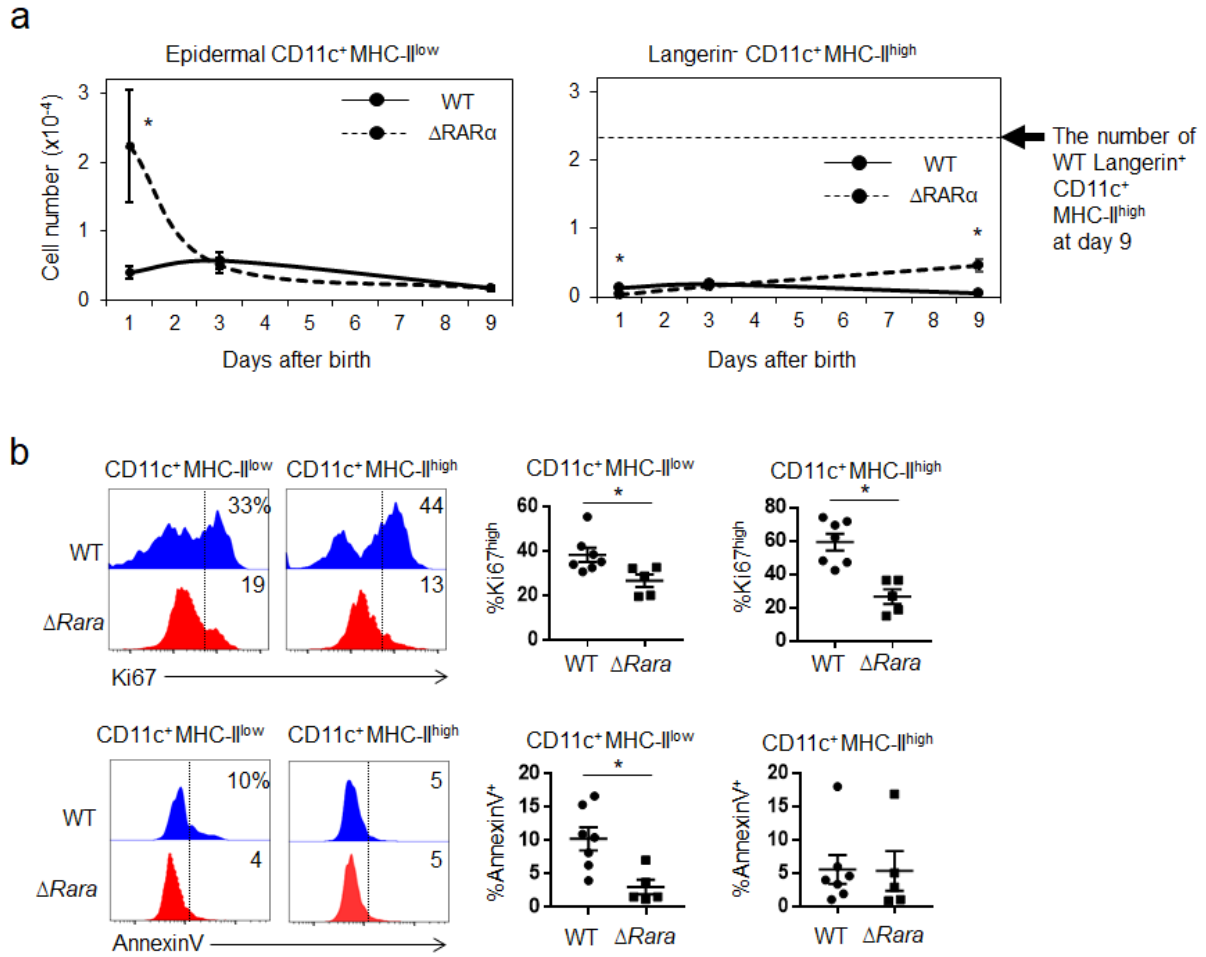

Supplementary Fig. 8. Population dynamics of CD11c⁺ MHC-II^{low} and CD11c⁺ MHC-II^{high} cells of newborn WT versus $\Delta Rara^{CD11c}$ mice. Representative and combined data are shown (n=9-16 for a; n=5-7 for b). Indicated cells in the trunk skin of WT and $\Delta Rara^{CD11c}$ mice was examined at indicated time points (a) or day 1 after birth (b). See Figure 2b for flow cytometry dot plots of these two CD11c⁺ cell populations in new-born mice. *Significant differences between the two groups by Mann-Whitney U test (p<0.05, unpaired, 2-sided).

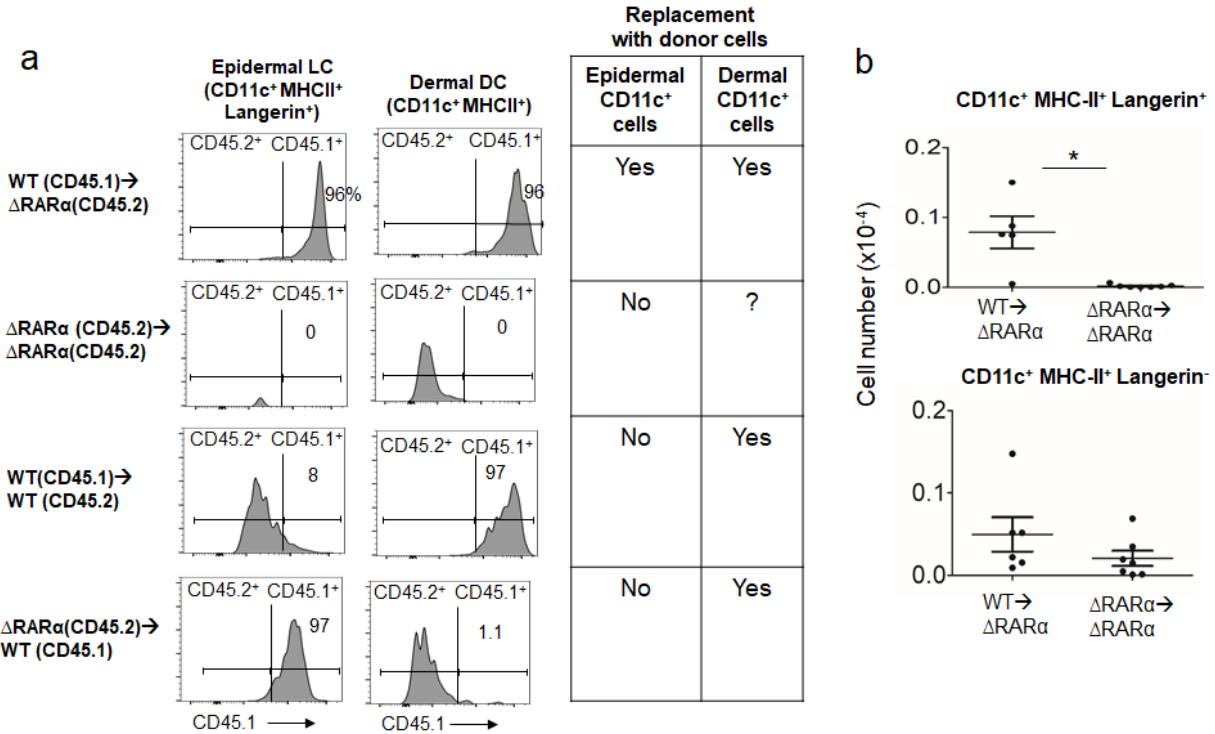

Supplementary Fig. 9. (a) A BM reconstitution study from WT or Δ Rara^{CD11c} mice into lethally irradiated WT or Δ Rara^{CD11c} mice. (b) Numbers of indicated langerin⁺/⁻ CD11c⁺MHC-II⁺ cells in the epidermis. The CD11c⁺MHC-II⁺ cells were examined 12-15 weeks post-BM transfer. Please note that the LCs in WT recipients, which are radio-resistant, were not replaced by donor LCs. Representative and combined data (n=4-8) from at least 3 experiments are shown. Significant differences by Mann-Whitney U test (p<0.05, unpaired, 2-sided).

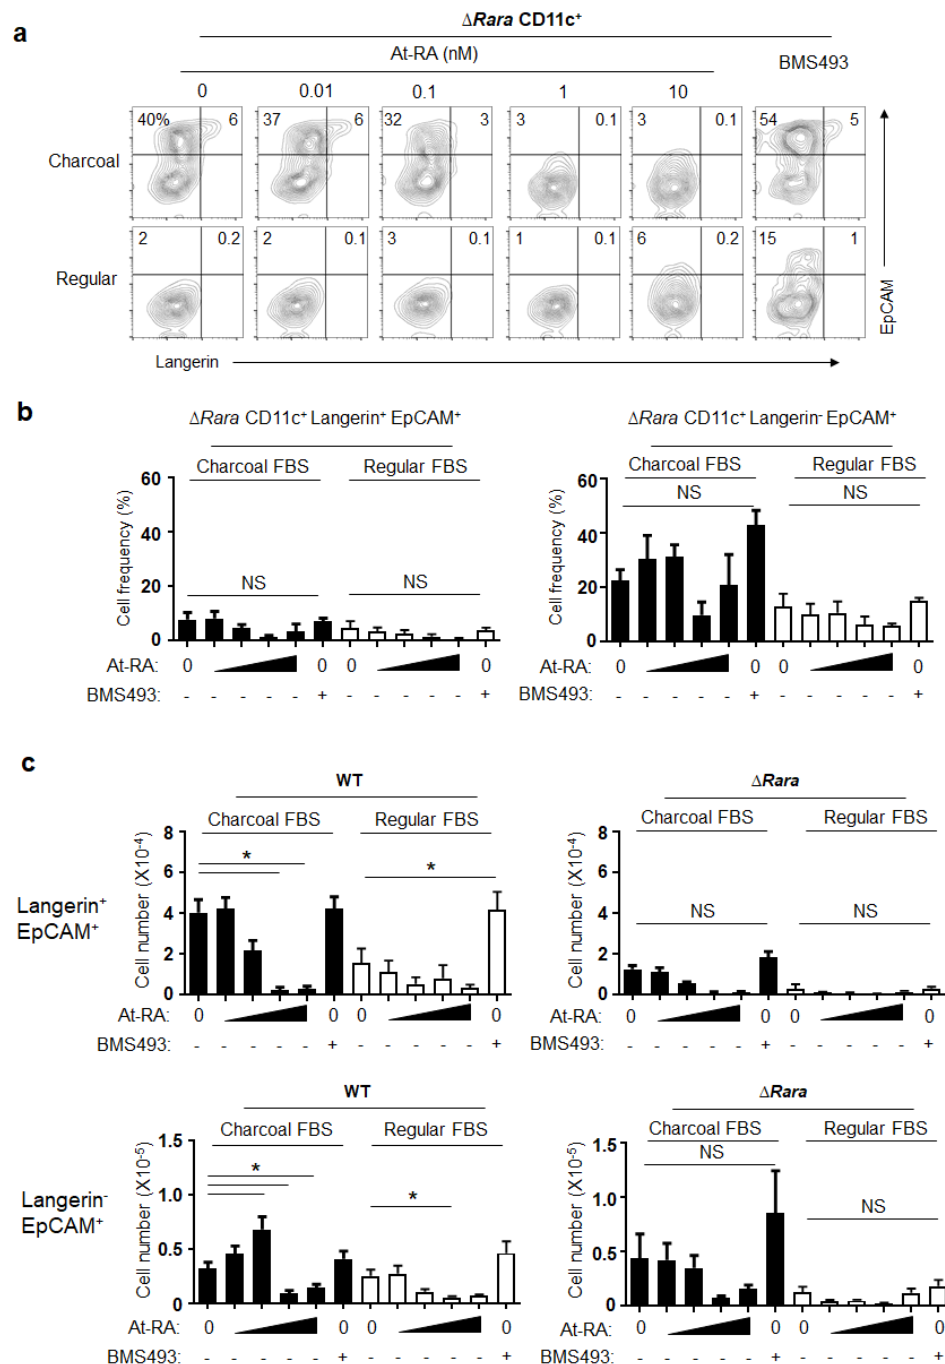

Supplementary Fig. 10. Impact of RA on $\Delta Rara^{CD11c}$ BM-LCs. (a) $\Delta Rara^{CD11c}$ BM cells were cultured with GM-CSF and TGF- β 1 for 3 days in the presence of At-RA (0.01, 0.1, 1 and 10 nM) or BMS493 (100 nM) in media containing charcoal-treated or regular FBS. (b) Frequencies (% of CD11c⁺) of indicated CD11c⁺ cells are shown. (c) Numbers of indicated WT and $\Delta Rara^{CD11c}$ CD11c⁺ cells are shown. *Significant differences by One-way ANOVA with Bonferroni corrections. NS, not significant.

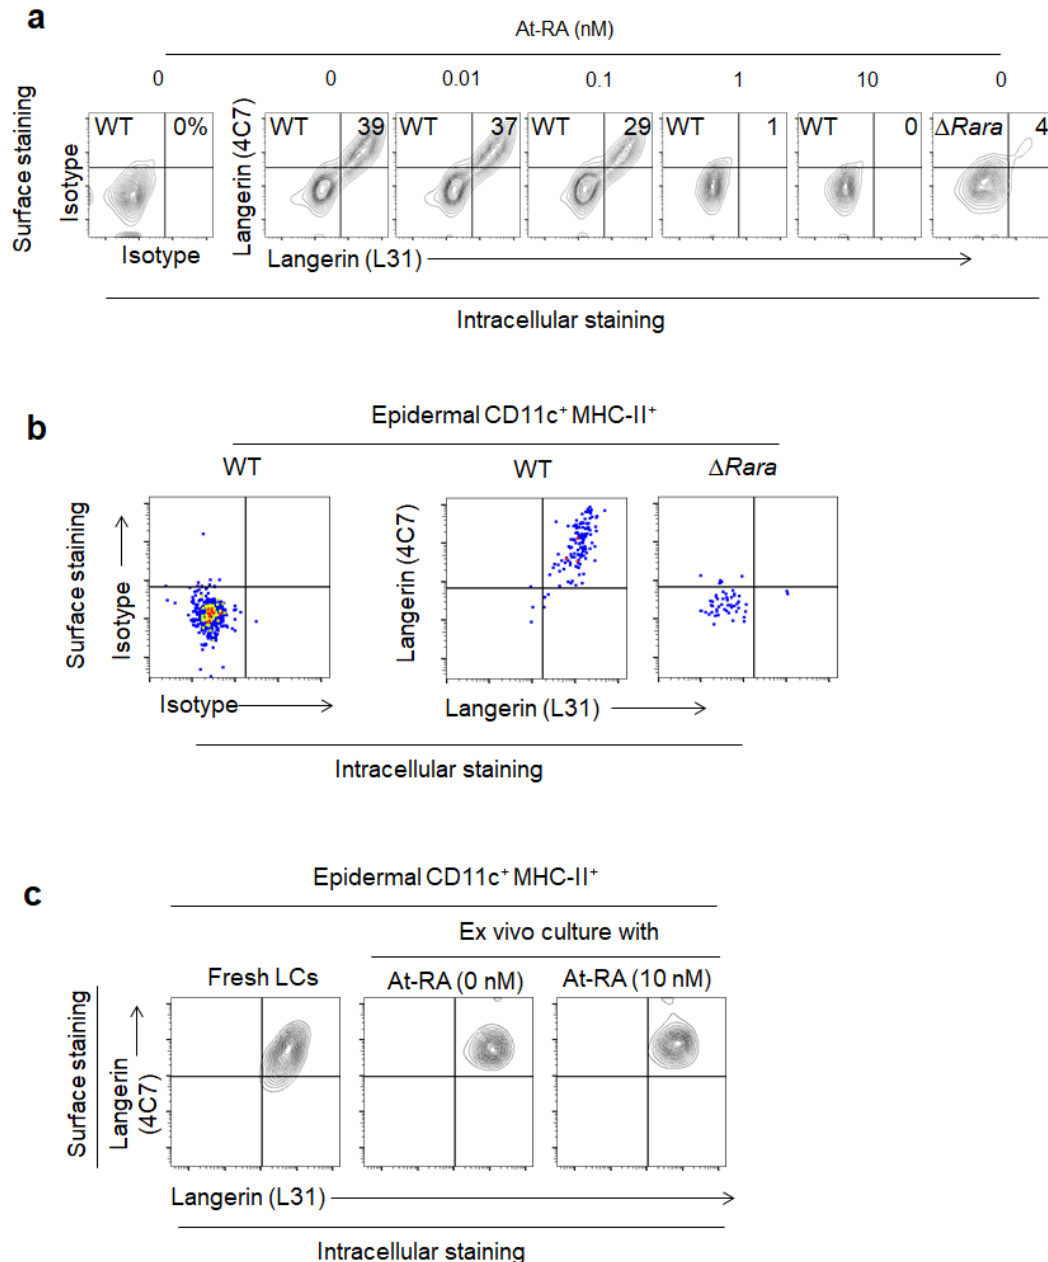

Supplementary Fig. 11. Effects of RA and RAR α on the surface versus intracellular expression of langerin. (a) BM cells cultured in the BM-LC inducing condition for 3 days were examined by flow cytometry after staining for surface or intracellular langerin protein. Similarly, primary LCs were examined freshly (b) or after culture with At-RA (c). The cells were cultured in RPMI containing 10% charcoal FBS with or without At-RA (10 nM) for 24 h prior to surface and intracellular staining. Epidermal cells were isolated from adult ears and enriched with a 40%/70% Percoll gradient cut for leukocytes. Cells were first stained with antibodies for surface antigens, including langerin using APC-conjugated antibody (clone 4C7, Biolegend), followed by fixation and permeabilization and then stained for intracellular langerin using a PE-conjugated antibody (clone L31, eBioscience). Representative data from at least 3 independent experiments are shown.

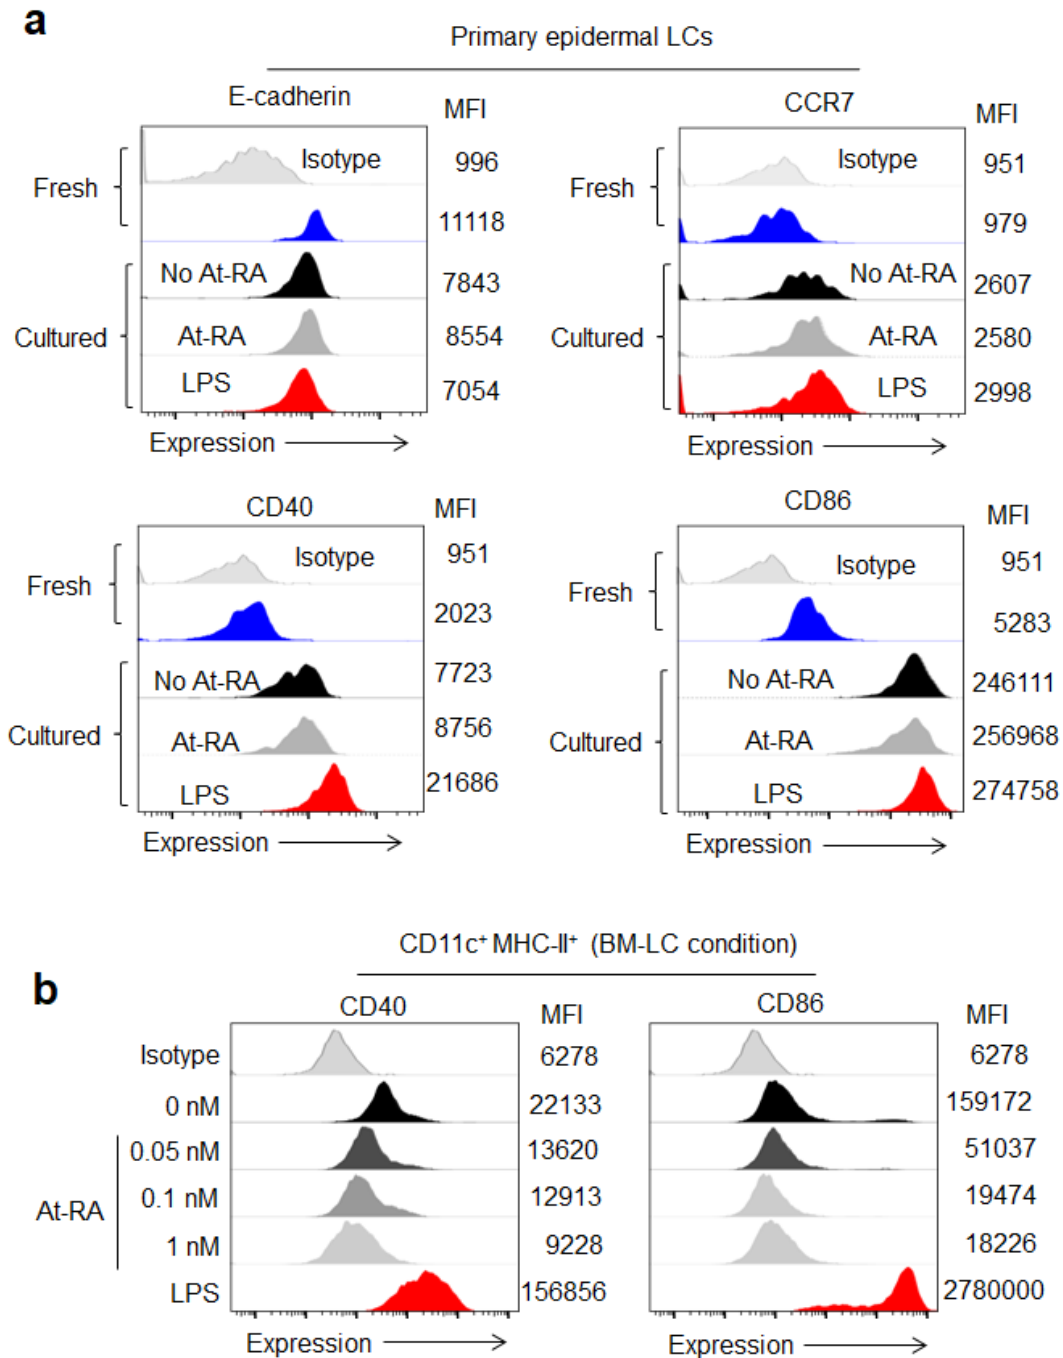

Supplementary Fig. 12. Effects of RA and RAR α on maturation markers of primary LCs (a) and BM-LCs (b). (a) Effect of RA on primary CD11c⁺ MHC-II⁺ langerin⁺ LCs. Epidermal leukocytes were cultured for 24 h without or with added RA (10 nM) and the expression of indicated antigens by CD11c⁺ MHC-II⁺ langerin⁺ cells was examined. (b) Expression of CD40 and CD86 by CD11c⁺ MHC-II⁺ cells. BM cells were cultured with GM-CSF and TGF- β 1 for 3 days. Mean fluorescence intensity (MFI) is shown. Lipopolysaccharide (LPS, 100 ng/ml) was used as a positive control. Representative data out of 3-4 independent experiments are shown.

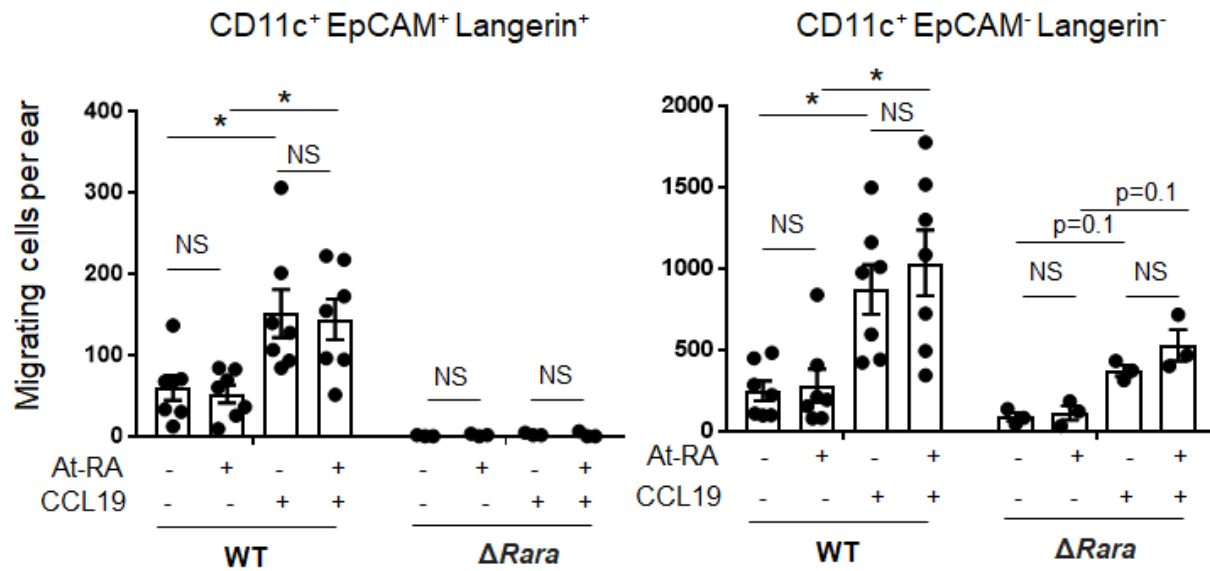

Supplementary Fig. 13. Effects of RA and RAR α on emigration of langerin^{+/-} CD11c⁺ MHC-II⁺ cells from ear explants. Indicated cells emigrating from ear explants from WT and $\Delta Rara^{CD11c}$ mice in response to At-RA (10 nM) and/or CCL19 (500 ng/ml) were counted by flow cytometry. The ear explants were prepared by separating the dorsal versus ventral halves and pre-incubating for 24 h in the same culture condition. Number of cells emigrating for the next 24 h were plotted. *Significant differences from respective controls by Mann-Whitney U test ($p < 0.05$; $n = 3-7$). NS, not significant.

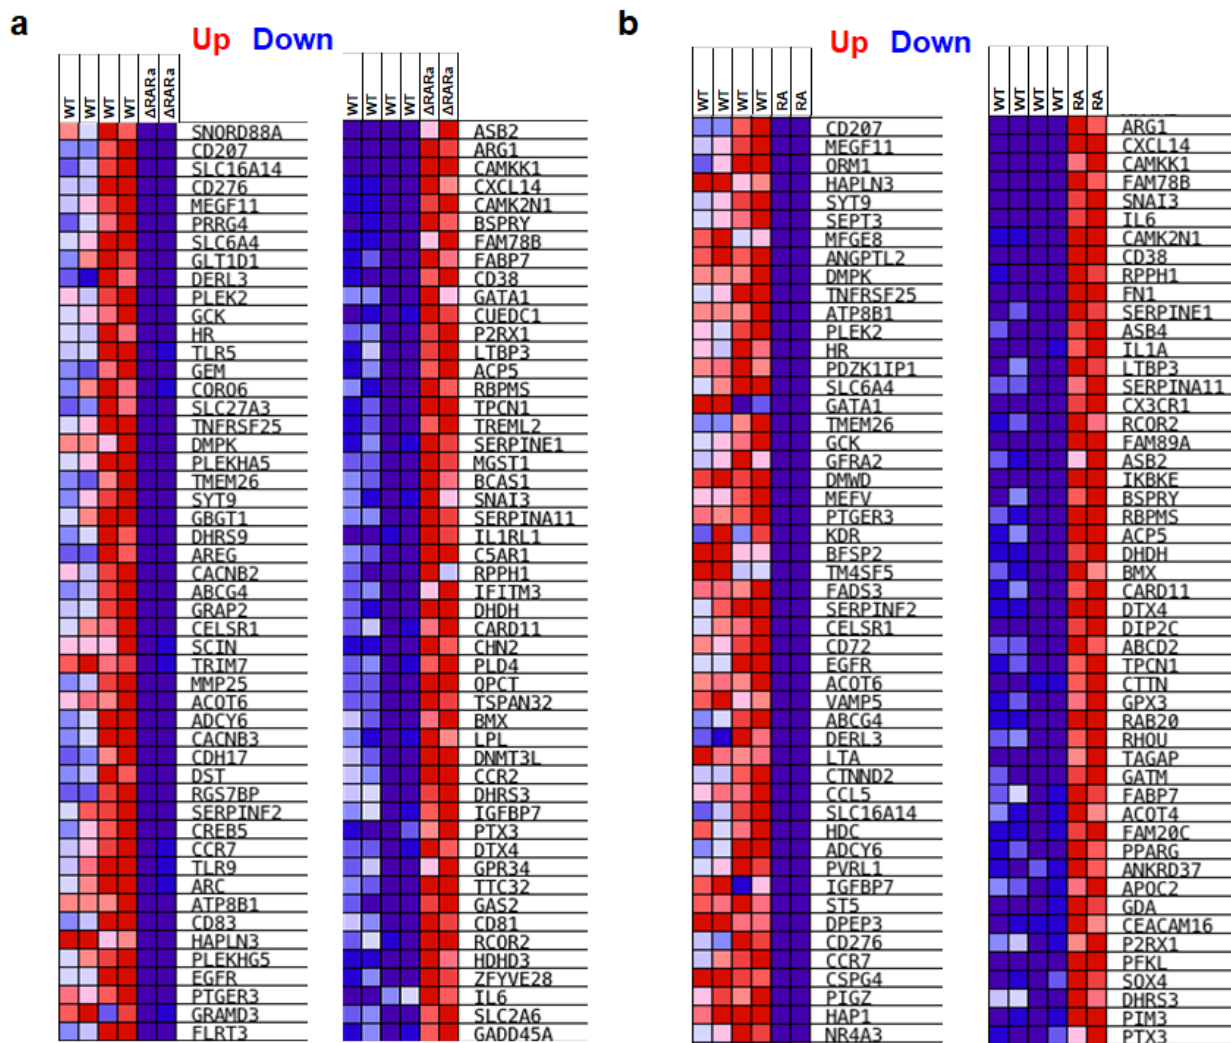

Supplementary Fig. 15. Expression of LC-associated genes and top 50 genes up or down-regulated in RAR α deficiency or by At-RA. Heat maps, showing top 50 up (a) or down (b) - regulated genes in RAR α deficiency or by At-RA, were generated by GSEA using log₂ ratio of classes as a metric for ranking selected genes.

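The directions shown in these heat maps were recomputed from the counts with edgeR. Of the 50 genes listed as higher in RARα deficiency, all were higher in ∆*Rara* CD11c cells at an adjusted p under 0.05, and 43 were higher and 1 lower with RA. Of the 50 listed as lower in RARα deficiency, 49 were tested and all of these were lower in ∆*Rara* CD11c cells, and 47 were lower with RA. *Snord88a* was the gene left untested. Of the 50 listed as higher with RA, 49 were higher with RA, and 45 were higher and 1 lower in ∆*Rara* CD11c cells. Of the 50 listed as lower with RA, 49 were lower with RA, and 44 were lower and 2 higher in ∆*Rara* CD11c cells. These genes were chosen by the study on the same samples, so their direction is not independent evidence. With each group set against the WT libraries of its own experiment, 47 of the genes listed as higher and 47 of those listed as lower in RARα deficiency were called in ∆*Rara* CD11c cells.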

Supplementary Table 1: Primers used for qRT-PCR:

hCebpb-F TCGCAGGTCAAGAGCAAGG

hCebpb-R CTAGCAGTGGCCGGAGGA

hRunx3-F GACAGCCCCAACTTCCTCTG

hRunx3-R GGGGTTGGTGAACACAGTGA

mCebpb-F GTGGCCAACTTCTACTACGAGC

mCebpb-R GAGGCTCACGTAACCGTAGTCG

mRunx3-F CGA CTG CTA CTC CAA GCT CAA

mRunx3-R TCG GCT TCC ACG CCA TCAG

Rara-F: TCAGCCCCTCACCTCCAAT

Rara-R: TACACTAACTACCCTTGACC)

mLangerin-F: CAACAGAGTGACATTCTGGAG

mLangerin-R: TTGGCACAGTGCTCATTGTTC

How the deposited data were processed for this re-analysis (not part of the article)

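CD11c+ cells were grown from mouse BM for 3 days, by the paper's account, with GM-CSF at 20 ng/ml and TGFβ1 at 10 ng/ml in medium with 10% FBS, while the sample labels give 3 to 5 days and leave open whether the serum was regular or charcoal-treated, where the paper states the latter. Poly(A) RNA of 8 libraries was sequenced: 4 of WT cells, 2 of ∆*Rara* CD11c cells and 2 of WT cells with RA. Libraries were assigned to groups by the names of their columns, and the 2 Control columns were assigned to the WT group as a pair, since no name says which of them is WT 3 and which is WT 4.

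The authors aligned read pairs with STAR to mm10 and counted uniquely mapped pairs per RefSeq gene with featureCounts, and the deposited counts are raw whole numbers whose total per library equals the number of pairs on genes in the deposited mapping summary. The authors' RPKM values are counts per kilobase of exon, divided by a library size scaled by a single factor per library. Checked over the 6 libraries used for this, that size was 0.891 to 1.04 times the total count. The deposited log2 fold changes are those the authors made with edgeR after TMM normalization, ∆*Rara* CD11c against WT 1 and WT 2 and RA against Control, for 12424 genes. Each deposited p-value comes from those comparisons by the authors, whose text does not name edgeR's test, and each deposited FDR equals the Benjamini-Hochberg adjustment of those p-values to within 1.4e-15. The authors' tool versions are not given in the sources used here. The RPKM values of the Control libraries (2 columns) were not used, since RPKM was recomputed from counts and lengths.

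Differential expression was computed from the raw counts in R 4.3.3 with edgeR 4.0.16: TMM factors, glmQLFit and glmQLFTest on all 8 libraries with group as the only term, and Benjamini-Hochberg adjustment over the genes with at least 0.5 CPM in at least 2 libraries. A gene was called at an adjusted p under 0.05. Standard errors are the size of the fitted log2 fold change divided by the square root of the quasi-likelihood F statistic. They are not taken from the fit itself and may be too small for genes with few counts. CPM values use the TMM library sizes. A fit with experiment as a term gives each effect against the 2 WT libraries of its own experiment and tests the difference between the effects. The selection on RPKM used limma 3.58.1 (lmFit, eBayes with a trend) on log2(RPKM + 0.1) at an adjusted p under 0.2. Principal components were taken from log2 CPM with a prior count of 2, centred per gene, and libraries were clustered by Pearson correlation over genes centred across libraries. The 28 gene lists were written before the data were examined, and each was tested by camera with a preset correlation of 0.01 and with an estimated one, and by fry, with adjustment over the lists of a comparison. Shared effects were set beside 25 simulated draws of unchanged groups and all 6 ways of dividing the WT libraries. Coding length, 3' UTR length and GC content came from the mm10 annotation and sequence, with a coding transcript matched for 11890 of the tested genes, and trends on them were fitted per library with natural splines and removed as offsets.

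Genes are named where the paper's text or Fig. 4 names them, where they were among the 10 genes per direction and comparison with the highest fold among those called, with at least 5 CPM in the higher group and no overlap between libraries, where they were among up to 4 members of a list with the smallest p, or where a list of other cell types, sex or stress showed a difference. *Rara* is given as well. Which of these genes serve as examples was chosen after their values were seen. Between 26325627 and 76077813 read pairs per library were counted, and counting error is largest for genes near 0.5 CPM. On counts simulated from these libraries (3 simulations per fit), the pooled fit called 8.96% of genes changed 1.5-fold, 48.8% of those changed 2-fold and 81.8% of those changed 4-fold in ∆*Rara* CD11c cells, and 2.99%, 51.7% and 85.4% with RA. Within experiments the same shares were 2.49%, 30.9% and 75.8% in ∆*Rara* CD11c cells, and 1%, 27.9% and 77.3% with RA. Of unchanged simulated genes, at most 0.06% were called in either fit. Few genes were changed in these simulations and the experiments did not differ, so the shares called do not carry over to the real data. Alternatives set before the data were examined were DESeq2 1.42.0, RLE, upper-quartile and total-count scaling, no filter and the filter of the paper's methods to the letter, fits of the compared groups alone, a replicate block, either pair of WT libraries alone, each library left out in turn, other thresholds, limma on RPKM with other pseudocounts, small RNA features (1313) left out, and other settings of the principal components. In the replicate block each Control library had a level of its own, so the controls of that fit were in effect WT 1 and WT 2. Added after the data were seen were experiment as a term, pairs of column numbers as a term, removal of length and GC trends, and in the selection a fold change threshold and plain t-tests with a common variance or separate ones.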

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

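The tests of shared WT libraries, of other cell types and macrophages, of library scaling and of the share of mature DCs were chosen after the results were seen, as was the fit with experiment as a term, while the tests of gene length, 3' coverage and donor sex were chosen before. The differences in this paragraph are the change with RA minus the change in ∆*Rara* CD11c cells, each measured within its own experiment, and all passed edgeR's test of that difference at an adjusted p under 0.05. The effects differed for 757 genes. The change with RA was below that in ∆*Rara* CD11c cells for 10 genes of MHC class II presentation and 11 genes of DC maturation and migration, not all of which were lower in ∆*Rara* CD11c cells, where *Pdcd1lg2* rose by 0.46. Among single genes the difference was -3.93 for *Epcam*, -2.88 for *Mfge8*, -3.70 for *H2-Ab1*, -3.46 for *H2-Aa*, -2.46 for *Cd83*, -2.32 for *Ccr7*, -2.23 for *Ciita*, -2.09 for *Cldn1* and -1.75 for *Fscn1*. It was 4.25 for *Cxcl14*, 3.36 for *Snai3*, 2.94 for *Arg1*, 2.69 for *Cx3cr1*, 2.35 for *Dhrs3* and 0.99 for *Pfkl*. *Jchain*, higher in ∆*Rara* CD11c cells only, had a difference of -5.08, whose RA side rests on 6 counts in the RA libraries against 17 in the Control libraries. The fitted differences of -5.36 for *Cd207* and -5.36 for *Megf11* rest on 4 and 3 counts in the RA libraries and depend on the prior count of the fit.

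Signals outside the genes the paper discusses were single genes and lists that passed camera's test with the preset correlation. With an estimated correlation only glycolysis passed camera's test, at an adjusted p = 0.0313 with pooled WT libraries and 0.177 within experiments. Supplementary Fig. 15 shows *Pfkl* of the glycolysis list and *Gata1* and *Hdc* of the mast cell list from these samples, so these lists are not wholly independent of the paper. With RA the median log2 fold change was 0.66 for cell cycle genes, 0.52 for glycolysis, -2.29 for the interferon response, -1.94 for markers of neutrophils and their precursors, -2.77 for those of mast cells and basophils and -5.34 for those of fibroblasts, which was -3.37 within experiments and rests on genes near the floor, such as *Col1a2* and *Col3a1* with 2 and 2 counts in the RA libraries against 47 and 46 in the Control libraries. In ∆*Rara* CD11c cells it was 2.43 for eosinophil markers. *Hic1* rose by 6.79 in ∆*Rara* CD11c cells, and it was also higher with RA, with 470 counts against 2 in the Control libraries. *Xist* at 253 CPM in WT 2 and *Ddx3y*, a gene of the Y chromosome, at 30.0 CPM in WT 1 mean that WT 2 held RNA of female mice and WT 1 RNA of both sexes, while the other libraries had *Ddx3y* at 51.8 to 88.1 CPM.

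Changes in ∆*Rara* CD11c cells and with RA ran in the same direction across genes, and the shared WT libraries are argued against as the whole cause, since with separate WT libraries the covariance of the effects was 0.521, above the highest value of 0.0042 for simulated unchanged groups. Trends on gene length, 3' UTR length and GC content are also argued against, since 0.945 of the covariance was left once they were removed. A larger share of another cell type in both, at the cost of the main one, would raise the markers of that type under both. It is argued against only for the types of 5 of 8 such lists, whose medians with RA lay below 0 by more than the SD of their members. That of neutrophils was -1.80 (SD 1.26), while the fibroblast list, also among the 5, rests on genes near the floor. For B cells and megakaryocytes the lists do not decide, at -0.25 (SD 2.18) and 0.16 (SD 1.72) with RA. In ∆*Rara* CD11c cells the median was 1.54 (SD 0.52) for eosinophils and 0.23 (SD 0.48) for neutrophils. A larger share of macrophages and higher expression of their genes per cell cannot be told apart in RNA from many cells. The list of monocyte and macrophage genes had a median of 0.56 (SD 0.60) in ∆*Rara* CD11c cells and 0.65 (SD 1.31) with RA. Both lie above 0 by less than the SD, so the test did not decide. A shared effect of RARα loss and of excess ligand on LC differentiation was not tested in these libraries. The paper reports fewer langerin+ cells in BM cultures with RA and from ∆*Rara* CD11c BM. It also reports that dominant negative C/EBPβ abolished the suppression under both conditions. A rise of eosinophils under both is left open by 3 of their markers that rose, although within experiments *Prg2* and *Epx* were at 1.90 and 1.54 in ∆*Rara* CD11c cells and at -1.20 and -2.45 with RA. How many such cells the CD11c beads left was not tested.

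Some genes changed in ∆*Rara* CD11c cells and not with RA, 62 lower and 33 higher, with a difference that passed the test. Their coding lengths may point to 3' coverage of the ∆*Rara* CD11c libraries as a source: the median was 1.80 times that of all tested genes for the lower ones (2433 against 1353 bases), 442.5 bases for the higher ones, and the change in ∆*Rara* CD11c cells had a Spearman rho of -0.41 with coding length (-0.16 with RA). The sex of the donor mice and RARα deficiency cannot be told apart for these genes, since WT 1 and WT 2 held RNA of female mice and the ∆*Rara* CD11c libraries had *Xist* near 0: the difference between WT 2 and WT 1 had r = -0.67 with the change in ∆*Rara* CD11c cells across them (-0.15 over all tested genes), and 5.26% of them lie on X and Y against 3.19% of all tested genes. The r across these genes is not specific to sex. The share of reads in 3' UTRs ran the same way: 35.8% in WT 2, 39.0% in WT 1 and 46.5 to 48.5% in the ∆*Rara* CD11c libraries. A biological cause, loss of RARα functions that RA does not alter, stays open as well and was not tested.

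Changes of MHC class II genes with RA were below those in ∆*Rara* CD11c cells, with a median difference of -2.80 over the list. Library scaling is argued against, since the median was -2.68 with library totals, and trends on gene length, 3' UTR length and GC content are argued against, since it was -2.60 once they were removed. A smaller share of mature DCs with RA could lower both these genes and those of DC maturation and migration, whose median difference was -1.69 with an SD of 1.16 over its members. The gap between the medians is smaller than that SD, which is a spread over genes and not the error of a median, so the test did not decide. Whatever the gap, a loss of mature DCs and lower expression per cell cannot be told apart in RNA from many cells. A direct effect of RA on *Ciita*, which fell as well, stays a hypothesis that was not tested.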

How the results depend on the processing

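Experiment as a term, pairs of column numbers as a term, the removal of length and GC trends and, in the selection, the fold change threshold and plain t-tests were chosen after the results were seen, and the other alternatives before. Of 64 results for single genes, 30 kept their direction and their side of the threshold under every alternative run. Over 1335 such comparisons, 1240 kept both, 65 lost the call, 26 gained it and 4 reversed. Of 24 set tests, 5 kept both throughout, and over 384 comparisons 335 kept both, 20 lost the call, 16 gained it and 13 reversed. The number of list members called stayed within 1.5 times the pooled one in 280 of 360 comparisons. The correlation of the effects and the share of the first component count as kept within the SD over the libraries left out, 0.0302 and 2.99. Where a group was left with a single library, that library is assumed to vary like the others. Library totals moved the median log2 fold change of all tested genes to -0.21 for ∆*Rara* CD11c vs. WT and to 0.17 for RA vs. ∆*Rara* CD11c, while the other scalings left the former at -0.02 to -0.01. In the simulated counts, genes changed less than 4-fold were often missed. Few genes were changed there, which makes the adjusted p stricter than in the real data, where 33.7% were called in ∆*Rara* CD11c cells. The simulated shares therefore do not carry over to the real data.

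With each library left out in turn, the called genes ran over 101 to 4835 for ∆*Rara* CD11c vs. WT, 1168 to 3082 for RA vs. WT and 314 to 3871 for RA vs. ∆*Rara* CD11c, where the pooled fit called 4188, 3259 and 3588. The shared genes ran over 85 to 1605, the correlation over 0.437 to 0.525, the first component over 46.6 to 55.3% and the selected genes over 8352 to 9845. The lowest numbers came without ∆*Rara* CD11c replicate 1 for ∆*Rara* CD11c vs. WT and the shared genes, and without RA replicate 1 for RA vs. WT and RA vs. ∆*Rara* CD11c. Fewer libraries are part of these settings, and the cause of the differences between libraries was not tested.

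With WT 1 and WT 2 as the only controls, 2585 genes were called in ∆*Rara* CD11c cells and 5459 for RA vs. ∆*Rara* CD11c, with a correlation of 0.458. With the Control libraries as the only controls these were 6838, 5959 and 0.589, and 2628 genes were shared. A log2 fold change of at least 1 on top of the adjusted p left 1344 genes for ∆*Rara* CD11c vs. WT, 1551 for RA vs. WT, 1456 for RA vs. ∆*Rara* CD11c and 573 shared, and an adjusted p under 0.2 gave 7380, 5896, 7189 and 2918, as follows from the thresholds. The replicate block, with WT 1 and WT 2 in effect as its controls, gave 5577 genes for RA vs. ∆*Rara* CD11c and a correlation of 0.462. No filter gave a correlation of 0.402. Experiment as a term gave 757 genes for RA vs. ∆*Rara* CD11c and a correlation of 0.650, and with trends removed from each effect the correlation was 0.664. With trends removed per library it was 0.655, with 2119 genes for ∆*Rara* CD11c vs. WT and 749 for RA vs. ∆*Rara* CD11c. Pairs of column numbers as a term gave 5458 genes for RA vs. WT, 1624 for RA vs. ∆*Rara* CD11c, 2890 shared genes and a correlation of 0.651. Nothing says that the column numbers pair the libraries, and the difference between numbered libraries had r = 0.28 across genes between WT and ∆*Rara* CD11c, 0.27 between Control and RA and -0.01 between ∆*Rara* CD11c and RA. The first component held 43.2% with genes scaled to unit variance, 54.2% over the 500 most variable genes, 39.6% with no filter and 63.7% with the WT mean of each experiment subtracted. The selection with a log2 fold change of at least 1 held 2499 genes. Where experiment is not in the fit, RA vs. ∆*Rara* CD11c compares libraries of different experiments, whose WT libraries differed for 2686 genes by edgeR. Those counts, and calls against the WT libraries of the other experiment, mix group with experiment. Apart from this and the thresholds, the cause was not tested.

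Among reversed results, *Lamtor1* with RA was -0.18 with the replicate block, -0.18 with WT 1 and WT 2 as the only controls, 0.00 without Control replicate 1 and -0.02 without Control replicate 2, and -0.02 to 0.18 over the libraries left out. The set test of MHC class I genes in ∆*Rara* CD11c cells changed direction with an adjusted p of 0.799 with the replicate block, 0.936 with WT 1 and WT 2 as the only controls, 0.417 without ∆*Rara* CD11c replicate 2, 0.897 with experiment as a term and 0.663 with trends removed per library (0.091 to 0.88 over the libraries left out). That of interferon genes in ∆*Rara* CD11c cells did so without ∆*Rara* CD11c replicate 1 (0.76; 2.21e-05 to 0.76 over the libraries left out), and that of cell cycle genes in ∆*Rara* CD11c cells with the Control libraries as the only controls (0.987). For mast cell and basophil markers in ∆*Rara* CD11c cells it did so with library totals (0.915), with the Control libraries as the only controls (0.885) and without ∆*Rara* CD11c replicate 2 (0.924; 0.60 to 0.924 over the libraries left out). For eosinophil markers with RA it did so with the replicate block (0.311), with WT 1 and WT 2 as the only controls (0.158) and without Control replicate 1 (0.649; 0.431 to 0.825 over the libraries left out). For these reversals the cause was not tested.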

Differences from the paper's values

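The selections with a fold change threshold or a plain t-test and the fits with experiment as a term or with trends removed were chosen after the values were seen, and the other settings before. The paper's number of genes selected at an adjusted p under 0.2 is 2619, and the selection here held 9791. The paper used a t-test and the selection here limma's moderated t, and plain t-tests of 2 libraries against 4 gave 8878 genes with a common variance and 8147 with separate ones, which differ from the paper's number as well. All the alternatives set before the data were examined differ from the paper's number as well: they gave 9699 and 9793 with other pseudocounts, 10485 with no filter, 9213 with the filter to the letter, 9754 with edgeR, 10292 with RA against ∆*Rara* CD11c counted too, and 8352 to 9845 with each library left out in turn. A log2 fold change of at least 1 added to the adjusted p, chosen after seeing the values, gave 2499 and does not differ by the same measure, but drops 9 of the 178 selected genes that the paper's figures name, all of them in Fig. 4d.

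In the clustering of libraries, the paper's correlation at the node of the RA libraries is about 0.86 in Fig. 4c, read by eye, against 0.83 here. At the node of the ∆*Rara* CD11c libraries it is about 0.77 in Fig. 4c, read by eye, against 0.54. Where the ∆*Rara* CD11c and RA libraries join, it is about 0.22 in Fig. 4c, read by eye, against -0.14, and where all libraries join it is about -0.67 in Fig. 4c, read by eye, against -0.44. The legend of Fig. 4c gives 2619 genes for the paper's tree, which the paper does not list, while the tree here was drawn over all 12424 tested genes, so the values are not of the same genes. No alternative set before the data were examined concerned these correlations.

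The paper states that *Itgam* rose with RA, whereas here its log2 fold change of 0.40 (adjusted p = 0.284 from edgeR) did not pass the test. It was called at 0.64 with the replicate block and 0.63 with WT 1 and WT 2 as the only controls, settings that rest on the same WT libraries. It was also called at 0.64 without Control replicate 2. The paper sets *Lamtor1*, raised by RARα deficiency, against genes raised by RA, whereas within experiments it rose by 0.38 under both and the difference had an adjusted p = 0.987 from edgeR, and with trends removed as well it was 0.10 in ∆*Rara* CD11c cells and 0.29 with RA, where the latter alone was called. The paper shows *Xcr1* as higher and *Snord88a* as lower in RARα deficiency, and here both were too low to be tested, with 19 and 0 counts in the ∆*Rara* CD11c libraries against 7 and 7 in WT 1 and WT 2. The counting interval of *Xcr1* goes with the paper's direction, at 0.0605 to 0.423 for the rate in WT 1 and WT 2 over that in ∆*Rara* CD11c cells. The paper states that MHC class II genes were lower in RARα deficiency, and here 2 of 12 fell in ∆*Rara* CD11c cells. The number was 4 with DESeq2, 5 with library totals, 8 with the replicate block, 3 with the Control libraries as the only controls, 0 without ∆*Rara* CD11c replicate 1, 1 without ∆*Rara* CD11c replicate 2, 5 with experiment as a term and 7 with trends removed as well. *H2-Ab1* was called with DESeq2, library totals, the replicate block (-0.55), experiment as a term and trends removed (-0.75), and *H2-Aa* with DESeq2, library totals, the replicate block (-0.56) and trends removed (-0.84). *Epcam* and *Cd207*, named beside them by the paper, were called in ∆*Rara* CD11c cells both with pooled WT libraries and within experiments.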

Other observations

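The lists and their tests were set before the data were examined, and the fit with experiment as a term, with the values given within experiments, was chosen after. RA raised genes of the cell cycle: 17 of 26 rose and none fell (23 and 0 adjusted over the list alone; camera adjusted p = 3.24e-07 from limma, and adjusted p = 0.51 with an estimated correlation). In ∆*Rara* CD11c cells 4 rose and none fell (2 and 0 adjusted over the list alone; camera adjusted p = 0.365 from limma). Within experiments 4 rose and none fell in ∆*Rara* CD11c cells (3 and 0 adjusted over the list alone; camera adjusted p = 0.0109 from limma, and adjusted p = 0.991 with an estimated correlation), and 14 rose and none fell with RA (18 and 0 adjusted over the list alone; camera adjusted p = 0.000542 from limma, and adjusted p = 0.562 with an estimated correlation), while for none of them did the effects differ. In ∆*Rara* CD11c cells camera's adjusted p for this list was also 0.00157 with the replicate block, 0.00672 with WT 1 and WT 2 as the only controls and 0.00307 with trends removed per library. *Mki67*, a marker of dividing cells at 231 CPM in WT cells, had a log2 fold change of 1.19 with RA (adjusted p = 0.00959 from edgeR). That is the top of the list's range with RA, 0.04 to 1.19, with a median of 0.66. Without RA replicate 1 or 2 only 2 and 3 of the cell cycle genes were called with RA, and without ∆*Rara* CD11c replicate 1 none was called in ∆*Rara* CD11c cells. Other settings also moved the number in ∆*Rara* CD11c cells, to 2 without WT replicate 2, 2 without ∆*Rara* CD11c replicate 2, 2 without Control replicate 2, 2 without RA replicate 1, 2 without RA replicate 2, 1 with library totals, 1 with trends removed per library and 7 with the replicate block. Of 22 genes of sterol synthesis, none rose and 4 fell in ∆*Rara* CD11c cells and none rose and 1 fell with RA (0 and 3, and 0 and 1, adjusted over the list alone; camera adjusted p = 0.746 and 0.983 from limma). Within experiments 6 rose and 1 fell with RA (camera adjusted p = 0.0325 from limma, and adjusted p = 0.562 with an estimated correlation). Of 22 genes of the TGFβ pathway, 3 rose and 2 fell in ∆*Rara* CD11c cells and 5 rose and 5 fell with RA (3 and 1, and 5 and 5, adjusted over the list alone). Of 8 genes of gut-homing and mucosal DCs, 1 rose and 2 fell in ∆*Rara* CD11c cells and 2 rose and 2 fell with RA (1 and 3, and 2 and 2, adjusted over the list alone), with *Cd101* at a log2 fold change of 2.63 and *Itgae* at -2.73 with RA.

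Markers of other blood and stromal cells, read in cells selected on CD11c beads, went different ways. How many such cells the beads left was not tested. Of 16 markers of neutrophils and their precursors, none rose and 4 fell with RA and 1 rose and 1 fell in ∆*Rara* CD11c cells (0 and 4, and 0 and 1, adjusted over the list alone; camera adjusted p = 0.0209 with RA from limma, and adjusted p = 0.597 with an estimated correlation). Of 9 markers of mast cells and basophils, none rose and 5 fell with RA and 2 rose and 2 fell in ∆*Rara* CD11c cells (0 and 6, and 2 and 2, adjusted over the list alone; camera adjusted p = 0.00308 with RA from limma, and adjusted p = 0.374 with an estimated correlation). Of 7 eosinophil markers, 4 rose and none fell in ∆*Rara* CD11c cells and 2 rose and none fell with RA (5 and 0, and 2 and 2, adjusted over the list alone; camera adjusted p = 0.00627 in ∆*Rara* CD11c cells from limma, and adjusted p = 0.918 with an estimated correlation; camera adjusted p = 0.763 with RA). Within experiments 3 rose and none fell with RA (camera adjusted p = 0.0167 from limma, and adjusted p = 0.562 with an estimated correlation). Of 7 markers of fibroblasts, none rose and 6 fell with RA and none changed in ∆*Rara* CD11c cells (0 and 7, and 0 and 0, adjusted over the list alone; camera adjusted p = 0.00791 with RA from limma, and adjusted p = 0.374 with an estimated correlation). Of 5 megakaryocyte markers, 2 rose and none fell in ∆*Rara* CD11c cells and none rose and 2 fell with RA (2 and 0, and 0 and 2, adjusted over the list alone), and within experiments 1 rose and none fell in ∆*Rara* CD11c cells and none rose and 2 fell with RA. B and plasma cells had 9 tested markers, of which 3 rose and 1 fell in ∆*Rara* CD11c cells and none rose and 1 fell with RA (3 and 1, and 0 and 1, adjusted over the list alone), and within experiments 3 rose and 1 fell in ∆*Rara* CD11c cells and 1 rose and 2 fell with RA. T and NK cells had 8, of which 1 rose and 1 fell in ∆*Rara* CD11c cells and none rose and 3 fell with RA (1 and 1, and 1 and 7, adjusted over the list alone), and within experiments 1 rose and 2 fell in ∆*Rara* CD11c cells and none rose and 6 fell with RA. Plasmacytoid DCs had 9, of which none rose and 3 fell in ∆*Rara* CD11c cells and 1 rose and 1 fell with RA (0 and 3, and 1 and 1, adjusted over the list alone), and within experiments none rose and 1 fell in ∆*Rara* CD11c cells and 1 rose and 7 fell with RA. The most abundant markers in WT cells were *S100a9* of neutrophils at 619.7 CPM, *Xbp1* of plasma cells at 507, *Kit* of mast cells at 60.6, *Runx2* of plasmacytoid DCs at 54.4, *Vwf* of megakaryocytes at 51.5, *Siglecf* of eosinophils at 28.5, *Cd8b1* of T cells at 7.97 and *Pdgfrb* of fibroblasts at 2.19. *Csf3r* and *Kit* also stand in the list of colony stimulating factor receptors and *Ccr9* in that of gut-homing genes, and the study shows *Gata1*, *Hdc*, *Jchain* and *Derl3* from these libraries. Without ∆*Rara* CD11c replicate 1 none of the eosinophil or mast cell markers was called in ∆*Rara* CD11c cells, where 2 eosinophil markers were called without ∆*Rara* CD11c replicate 2, 2 without Control replicate 2, 2 without RA replicate 1, 2 without RA replicate 2, 2 with trends removed per library and 7 with the Control libraries as the only controls. Of the mast cell markers, 1 was called in ∆*Rara* CD11c cells without ∆*Rara* CD11c replicate 2, 1 without Control replicate 2, 1 with the replicate block, 1 with WT 1 and WT 2 as the only controls, 2 with experiment as a term and 0 with trends removed per library, and 1 of the mast cell markers was called with RA without RA replicate 1 and 3 without RA replicate 2. The eosinophil markers called with RA numbered 0 to 5 over the libraries left out. The erythroid list had 1 tested gene, *Car2*, with a log2 fold change of -1.21 in ∆*Rara* CD11c cells (adjusted p = 0.0317 from edgeR) and -1.02 with RA (adjusted p = 0.0596 from edgeR). Of 17 immediate early and stress genes, none rose and 1 fell in ∆*Rara* CD11c cells and none rose and 1 fell with RA (0 and 0, and 0 and 1, adjusted over the list alone), and of 5 sex-linked genes none was called under either by edgeR, with 1 lower in ∆*Rara* CD11c cells within experiments.

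The WT libraries of the experiments differed from each other for 2686 genes by edgeR, 1451 higher and 1235 lower in the Control libraries than in WT 1 and WT 2. The authors' own deposited comparisons call 3748 genes in ∆*Rara* CD11c cells and 4549 with RA at an FDR under 0.05, and 2142 in the same direction under both. Of the genes the authors call, 3288 in ∆*Rara* CD11c cells and 4187 with RA were also called here within experiments in the same direction. With trends on coding length, 3' UTR length and GC content removed per library, 1678 of the genes called within experiments in ∆*Rara* CD11c cells stayed called, as did 3718 of those called with RA.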
